# *mus-52* disruption and metabolic regulation in *Neurospora crassa*: Transcriptional responses to extracellular phosphate availability

**DOI:** 10.1371/journal.pone.0195871

**Published:** 2018-04-18

**Authors:** Maíra P. Martins, Eriston V. Gomes, Pablo R. Sanches, Wellington R. Pedersoli, Nilce M. Martinez-Rossi, Antonio Rossi

## Abstract

Advances in the understanding of molecular systems depend on specific tools like the disruption of genes to produce strains with the desired characteristics. The disruption of any mutagen sensitive (*mus*) genes in the model fungus *Neurospora crassa*, i.e. *mus-51*, *mus-52*, or *mus-53*, orthologous to the human genes *KU70*, *KU80*, and *LIG4*, respectively, provides efficient tools for gene targeting. Accordingly, we used RNA-sequencing and reverse transcription-quantitative polymerase chain reaction amplification techniques to evaluate the effects of *mus-52* deletion in *N*. *crassa* gene transcriptional modulation, and thus, infer its influence regarding metabolic response to extracellular availability of inorganic phosphate (Pi). Notably, the absence of MUS-52 affected the transcription of a vast number of genes, highlighting the expression of those coding for transcription factors, kinases, circadian clocks, oxi-reduction balance, and membrane- and nucleolus-related proteins. These findings may provide insights toward the KU molecular mechanisms, which have been related to telomere maintenance, apoptosis, DNA replication, and gene transcription regulation, as well as associated human conditions including immune system disorders, cancer, and aging.

## Introduction

Changes in the environment, including nutrient availability, can be sensed by all living organisms. Thus, living systems react to changes with appropriate cellular responses, such as regulation of growth, proliferation, metabolism, and apoptosis. The fungal lifestyle can be determined depending on the strategies for nutrient acquisition [1–3]. The uptake and utilization of nutrients including inorganic phosphate (Pi) is crucial in physiological metabolisms, such as energy transduction, maintenance of genetic information, cell growth, synthesis of membrane phospholipids, and cellular signalling processes in general [4]. The genetic and molecular mechanisms controlling the response to Pi starvation in *N*. *crassa* include at least five regulatory genes (*nuc-2*, *mak-2*, *preg*, *pgov*, and *nuc-1*). The extracellular Pi shortage is sensed by the NUC-2 protein, which transmits the signals downstream through a MAPK cascade, inhibiting the function of the PREG-PGOV complex, probably by a putative interaction with MAK-2. In turn, this allows translocation of the transcription factor NUC-1 into the nucleus, enabling the transcription of nucleases, phosphatases, phosphodiesterase (s), polyphosphate kinase, endopolyphosphatase, heat shock proteins, and Pi transporters [4–10].

Systematic gene disruption constitutes an important strategy for determining the functions of specific genes. In addition to the completion of *N*. *crassa* genome sequence, the availability of a set of mutant strains individually knocked-out in particular genes, such as the *mutagen sensitive* (*mus*) genes, provides an efficient tool for gene targeting [11–13]. In particular, *N*. *crassa mus-51*, *mus-52*, and *mus-53*, homologous to human *KU70*, *KU80*, and *LIG4* respectively, play a vital role in DNA repair, binding tightly to the DNA ends and direct their ligation independent of DNA homology [14]. The *ku* genes are also described as being associated with telomere maintenance, apoptosis processes, DNA replication, gene transcription regulation, and especially in non-homologous end-joining (NHEJ) of double-stranded DNA breaks [14,15]. In the absence of any of *mus* genes, the rate of homologous recombination (HR) is considerably increased, which markedly enhances the ease of conducting procedures for genetic alterations of targeted genes [11,13,16]. Otherwise, little information is available regarding transcriptional regulation in these kinds of genetically modified organisms [11,17].

In a recent report, the deletion of *N*. *crassa mus-52* gene was shown to affect the expression of genes related to holocellulolytic degradation and transcription factors that regulate these groups of enzymes [18]. In fact, the biological consequences of *mus-52* deletion are not yet well understood and sometimes even neglected. Thus, we hypothesize that the absence of MUS-52 causes profound changes in fungal physiology that affect the dynamics and regulation of diverse metabolic pathways; e.g., cell signalling, circadian rhythms, and others.

Aiming to contribute to increase the knowledge of the functionality of the gene mus-52 we utilized RNA-sequencing (RNA-Seq) and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) techniques to identify transcriptional changes in two *Neurospora* strains (wild-type FGSC 2489 and mutant FGSC 9568), cultivated in medium containing low- and high-Pi concentrations. Our results indicated that the extracellular Pi availability influenced the expression of genes involved in several biological functions. The main affected gene groups were those associated with integral components of the membrane, such as transport, regulation, and cell signalling pathways, as well as genes involved in the nucleolus and protein synthesis. The absence of MUS-52 affected global gene transcription in all conditions tested, highlighting the expression of some specific gene groups, such as transcription factors (TFs), kinase proteins, circadian clock-controlled genes, oxi-reduction balance, phosphate pathways, and general metabolism.

To avoid the possible effects of *mus* mutations, as shown here, the group involved in the *Neurospora* knockout Project decided to cross the primary transformants to wild type to isolate homokaryotic knockout mutants free of these mutations [11]. Therefore, all homokaryons available at the Fungal Genetics Stock Center (http://www.fgsc.net/) are *mus*+. However, to some fungal species whose mechanism of crossing is not known the present results are relevant to alert about the consequence of the absence of MUS-52 to fungal physiology. These aspects must be taken into consideration if a double mutant is analysed.

## Results

For a comprehensive analysis of the *N*. *crassa* global transcriptome considering two biological variables, one environmental (phosphate availability) and the other genetic (*mus-52* gene disruption), we performed high-throughput sequencing (RNA-Seq) using the wild-type FGSC 2489 and mutant FGSC 9568 (Δ*mus-52*) strains cultivated in medium containing low- and high-Pi concentrations (see the Methods section). Thus, by aligning the mapped reads against the reference genome (ftp://ftp.broadinstitute.org/pub/annotation/fungi/neurospora_crassa/assembly/NC12/), it was possible to identify approximately 88% of the 10,082 protein-coding genes previously predicted in the *N*. *crassa* genome [19].

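RNA-Seq counts were analysed for 12 libraries, 3 biological replicates (I, II and III) of wild-type FGSC 2489 and 3 of FGSC 9568 in each medium. Conidia had been germinated for 5 h at 30 °C with 10 µM Pi (low-Pi) or 10 mM Pi (high-Pi). The disrupted gene checks the strain labels, so its counts are given first. *mus-52* (NCU00077, chromosome III of the NC12 assembly, 2531930 to 2535354) had 843, 389 and 433 counts in replicates I, II and III of the wild type in low-Pi, and 3246, 609 and 465 in high-Pi. In the libraries labelled *mus-52* it had 970, 567 and 487 counts in low-Pi and 1344, 513 and 831 in high-Pi. Normalized with edgeR's TMM factors, these were 26.4 ± 10.9 CPM (counts scaled to library size; SD, n = 3) in the wild type and 24.4 ± 2.57 in the libraries labelled *mus-52* in low-Pi. The values in high-Pi were 45.6 ± 27.0 and 22.5 ± 1.45 CPM (SD, n = 3). The log2 fold change of *mus-52* between the strains was −0.11 in low-Pi (standard error 0.377, adjusted p = 0.825 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it turned to 0.20 without wild-type low-Pi replicate I. In high-Pi it was −1.02 (standard error 0.379, adjusted p = 0.0439 from the same edgeR test), which is short of the fold change threshold, and it was −0.43 without wild-type high-Pi replicate I. Because the disrupted gene was counted in all of these libraries, they are called the libraries labelled *mus-52*, and every direction between the strains rests on that label. The authors deposited the number of reads counted on each gene, without normalization, and the paper's text names Bowtie2 as the mapping tool but not the counting tool. Between 19852582 and 24223377 reads (median 23164534) were counted in the wild-type low-Pi libraries, and between 17574263 and 32392814 (median 21190965) in the wild-type high-Pi libraries. The libraries of the other strain held 17888120 to 38669783 counts (median 25643886) in low-Pi and 23996104 to 56152963 (median 35751987) in high-Pi. A count of 0 allows up to 3 counts, which is 0.0534 to 0.171 CPM depending on the library, and this limit covers counting error only.

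**Figure D1:**
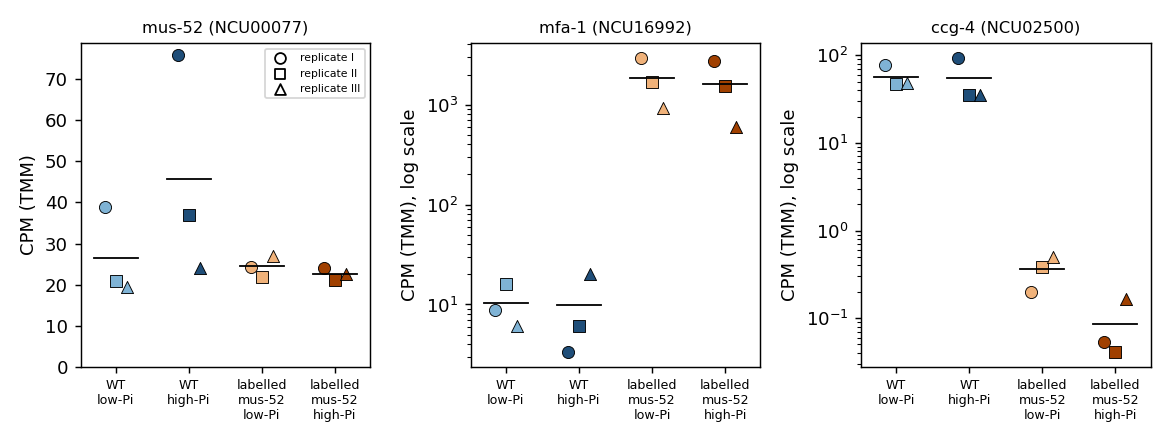
Level in each of the 12 libraries (CPM, on a log axis for *mfa-1* and *ccg-4* and a linear axis for *mus-52*) of *mus-52*, *mfa-1* and *ccg-4*, by strain label and medium, with 1 point per replicate. *mus-52* is present in all 12 libraries, at a lower level under the label *mus-52* than in the wild type in high-Pi, whereas the mating-type dependent genes *mfa-1* and *ccg-4* separate the 6 libraries of one label from the 6 of the other.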

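Of the genes in the deposited counts, 9131 had at least 1 count in at least 1 library, which is 90.6% of the 10082 genes that the paper gives. At least 10 counts in any library were found for 8139 genes (80.7%), and at least 1 count in every library for 7694 genes (76.3%). The other 599 genes had 0 counts in all 12 libraries. Of the 898 genes with more than 1 annotated transcript, 27.1% were among these, against 4.03% of the 8831 genes with 1 annotated transcript. The median total over the 12 libraries was 34 counts for the former and 7468 for the latter, so a low count of a gene with several annotated transcripts cannot be read as low expression.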

### Molecular analysis reveals condition-specific expression of several *N*. *crassa* genes

Using the experimental setup described in the Material and Methods section with an adjusted *P*-value ≤ 0.05 and an independent filter [20], we identified a set of differentially expressed genes (DEGs) (S1 Table). 

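For the comparisons between groups, all 12 libraries entered a single edgeR fit of the 4 groups (strain and medium) with TMM normalization, in which edgeR's own filter on low counts kept 7746 genes. A DEG had an adjusted p-value of at most 0.05 and a log2 fold change of at least 1.5 in either direction, the thresholds of the paper. The 184 genes of S7 Table and the 1 starred gene of S8 Table, which depend on the mating type, were tested but left out of every count of DEGs. The TMM factors were 1.32 for wild-type high-Pi replicate I, 0.894 for wild-type low-Pi replicate I and 0.915 to 1.03 for the other libraries. Replicate I of the wild type stood apart from replicates II and III in both media. Its log2 CPM values correlated with theirs at 0.931 to 0.951 (Pearson's r across genes, which are not independent replicates), and every other pair of replicates reached at least 0.988. Wild-type low-Pi replicate I correlated at 0.971 with replicate I of the libraries labelled *mus-52* in high-Pi. The principal components placed it at 7.94 on the first axis, which held 68.7% of the variance, with wild-type low-Pi replicates II and III at −70.1 and −71.5.

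**Figure D2:**
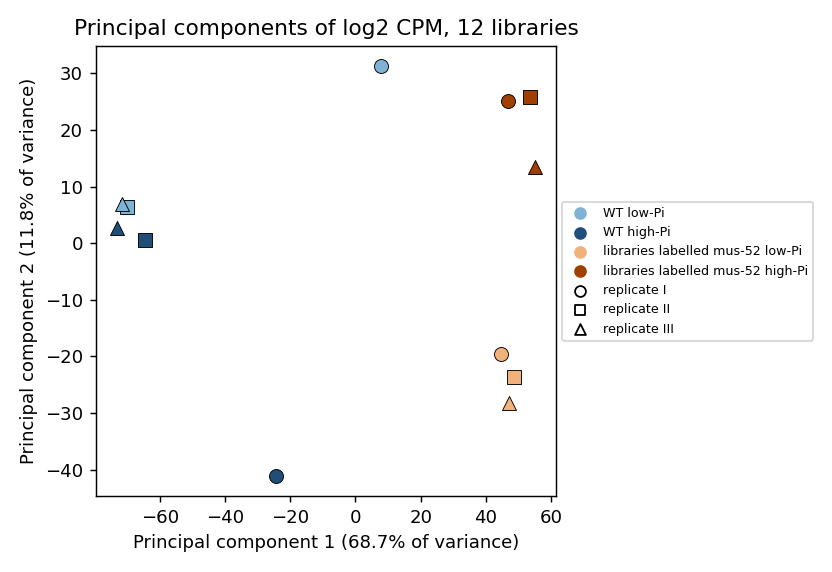
First and second principal component of log2 CPM for the 12 libraries, with 68.7% and 11.8% of the variance, by strain label and medium and marked with the replicate. On the first axis, replicate I of the wild type lies between the other wild-type libraries and the libraries labelled *mus-52*, which sit between 44.6 and 55.1. On the second axis it lies outside all other libraries (−28.3 to 25.8), at 31.2 in low-Pi and −41.1 in high-Pi.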

Considering Pi availability as the first variable, and applying 2.8-fold change (that is, log2 fold change ≥ 1.5 or ≤−1.5) as the expression threshold, we have identified 68 DEGs, comprising 24 up- and 44 down-regulated genes (Fig 1A and 1C) in the wild-type FGSC 2489 strain. 

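In the wild type, 14 genes were up-regulated and 1 was down-regulated in high-Pi against low-Pi, after 2 mating-type dependent genes past both thresholds had been left out. Among the 7746 genes tested, 37 had an adjusted p-value of at most 0.05 whatever their fold change, and 1030 had an unadjusted p-value under 0.05. The libraries of the media did not overlap in any of the 15 DEGs, nor in 12.7% of all genes tested, where chance gives 10%. NCU04197 (chromosome V, 5171516 to 5172309) had the largest increase among these DEGs, from 0.397 ± 0.088 to 2.12 ± 0.398 CPM (SD, n = 3), a log2 fold change of 2.40 (standard error 0.440, adjusted p = 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG in 1 of the 6 fits that each left out 1 library, the fit without low-Pi replicate I. The down-regulated gene, NCU08441 (chromosome II, 4077024 to 4083472), fell from 55.4 ± 9.66 to 16.6 ± 2.35 CPM (SD, n = 3), a log2 fold change of −1.73 (standard error 0.251, adjusted p = 0.0158 from the same edgeR test), and was a DEG without low-Pi or high-Pi replicate I but in none of the other 4 fits. The number of up-regulated genes was 21 without low-Pi replicate I, 8 without high-Pi replicate I, 3 without low-Pi replicate II, low-Pi replicate III or high-Pi replicate II, and 7 without high-Pi replicate III. For down-regulated genes it was 3 and 2 without low-Pi and high-Pi replicate I, and 0 without any of the others, where 34 to 132 genes had an unadjusted p-value under 0.05 and a log2 fold change of −1.50 or less. Called in all 6 fits that each left out 1 library were 2 of the 14 up-regulated genes and 0 of the 1 down-regulated gene. With DESeq2 in place of edgeR there were 44 up- and 4 down-regulated genes. The fit on the 6 wild-type libraries alone gave 0 in both directions, with 50 genes up and 7 down past the fold change threshold at an unadjusted p-value under 0.05. The main fit shared its estimate of the spread with groups whose replicates were closer to each other. It may therefore call too many genes in the wild type. With the replicate number as a block, 9 genes were up-regulated. The block set the same replicate effects in both strains, so it is not a paired test of the wild-type libraries alone.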

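In the wild type, the log2 fold changes from low-Pi to high-Pi of NCU08447, NCU12021, NCU03921, NCU09173 and NCU06613 lay between 2.08 and 2.67, and none of them passed the adjusted p-value threshold. NCU08447 (chromosome II, 3599113 to 3601130) had 2.04 ± 0.572 CPM in low-Pi and 12.9 ± 15.7 in high-Pi (SD, n = 3), a log2 fold change of 2.67 (standard error 0.740, adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of the *bcs1* gene NCU03921 (chromosome VI, 2138394 to 2141840) was 2.18 (standard error 0.618, adjusted p = 0.161 from the same edgeR test), with 37.2 ± 7.87 and 168 ± 152 CPM (SD, n = 3). With DESeq2 in place of edgeR, NCU08447 and NCU03921 were DEGs, NCU06613 was not, and NCU12021 and NCU09173 got no adjusted p-value. NCU12021 (chromosome VII, 1570143 to 1571561) changed by 2.22 (standard error 0.734, edgeR adjusted p = 0.240). The increase of NCU06613 (chromosome IV, 1806509 to 1809215), which encodes an ammonium transporter, was 2.08 (standard error 0.899, edgeR adjusted p = 0.350). For NCU09173 (chromosome III, 250619 to 252198) it was 2.20 (standard error 1.24, edgeR adjusted p = 0.480). The counts of these genes in the 3 high-Pi replicates were 1324, 61 and 77 for NCU08447, 1939, 82 and 93 for NCU12021, 14682, 1441 and 1422 for NCU03921, 1451, 10 and 12 for NCU09173 and 1004, 44 and 11 for NCU06613. Without high-Pi replicate I the log2 fold changes were 0.91 for NCU08447, 0.30 for NCU12021, 1.11 for NCU03921, −2.07 for NCU09173 and −0.43 for NCU06613. With replicate number I left out of all 4 groups, an alternative chosen after seeing the data, NCU09173 was a DEG in the opposite direction (−2.48).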

Among the most up-regulated genes affected by the change in Pi availability in this strain, five were categorized as integral components of membrane (NCU08447, NCU12021, NCU03921, NCU09173, and NCU06613).

**Fig 1:**
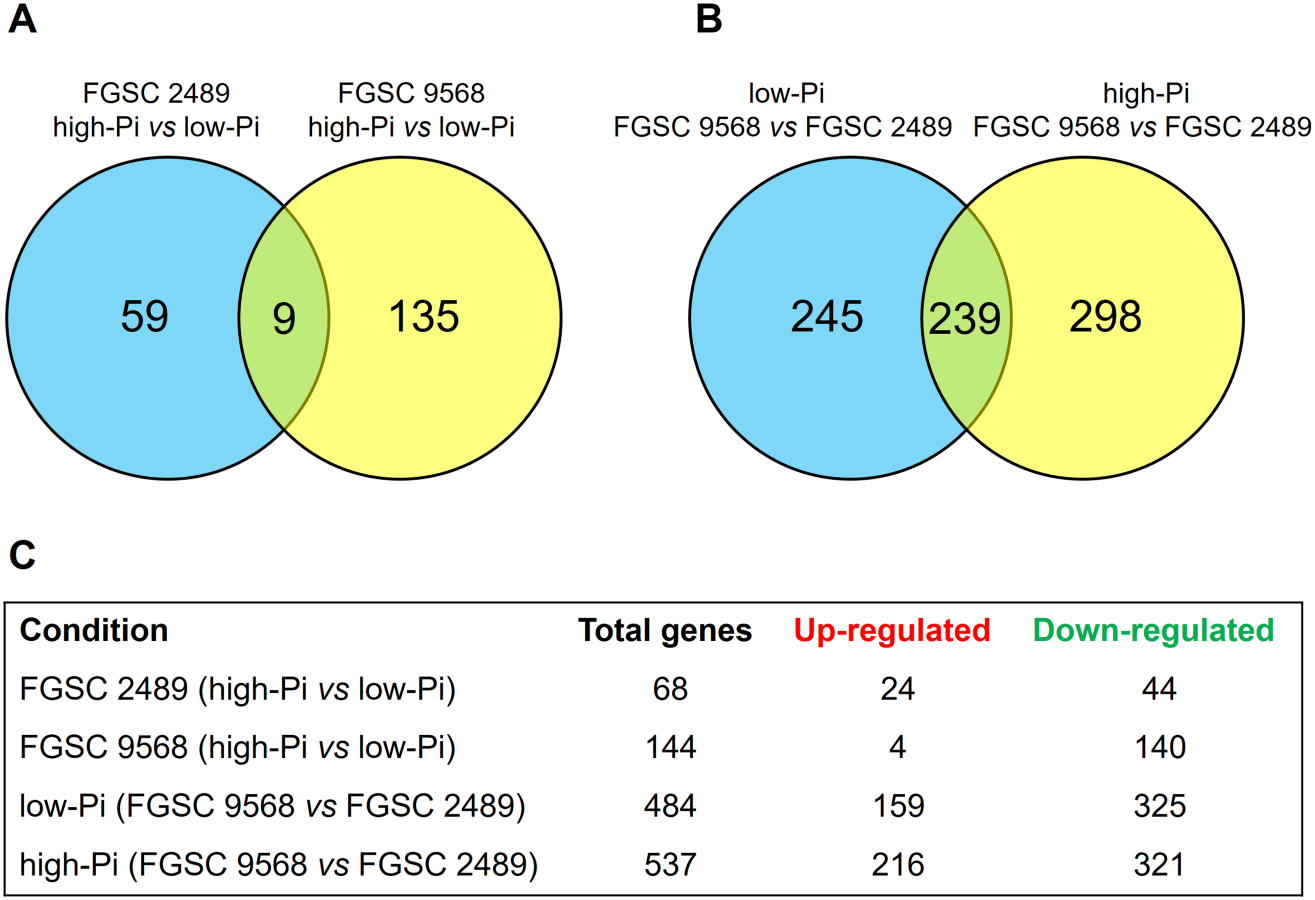
Overall expression analysis of *N*. *crassa* wild-type FGSC 2489 and mutant FGSC 9568 strains grown in medium containing different Pi availability (10 mM-high-Pi and 10 μM- low-Pi). (A) Venn diagram indicating the number of DEGs in the challenge condition (High-Pi) compared to the control condition (Low-Pi) in the wild-type FGSC 2489 strain (blue) and mutant FGSC 9568 (yellow). (B) Venn diagram indicating the number of DEGs by the mutant strain FGSC 9568 (test) compared to the control (FGSC 2489 strain) in medium containing low-Pi (blue) and high-Pi (yellow). (C) The table indicates the number of DEGs in both *N*. *crassa* strains and both media conditions. Thresholds for calling DEGs were (P ≤ 0.05) and up regulated → log2 (Fold Change) ≥ 1.5 / Down-regulated → log2 (Fold Change) ≤ −1.5.

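In the libraries labelled *mus-52*, 2 genes were up-regulated and 182 were down-regulated in high-Pi against low-Pi, after 18 mating-type dependent genes past both thresholds had been left out. An adjusted p-value of at most 0.05 was found for 365 genes and an unadjusted p-value under 0.05 for 1284. None of the 184 DEGs overlapped between the media, and neither did 46.6% of all genes tested, against 10% by chance. The up-regulated genes were NCU00999, with a log2 fold change of 1.58 (standard error 0.395, adjusted p = 0.0435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and NCU00548, which was named after its values were seen, with 1.54 (standard error 0.373, adjusted p = 0.0369). Neither gene was a DEG in any of the 6 fits that each left out 1 library. In those fits the number of up-regulated genes was 3 without low-Pi replicate I and 0 otherwise, with 10 to 17 genes past the fold change threshold at an unadjusted p-value under 0.05. It was 9 in the fit on these 6 libraries alone. The number of down-regulated genes fell to 95 and 71 without low-Pi replicates II and III, and to 72 and 58 without high-Pi replicates I and II. Of the 182 down-regulated genes, 46 were called in all 6 fits. NCU05707 (chromosome III, 584541 to 585538) decreased most among the DEGs, from 5.05 ± 1.59 to 0.165 ± 0.0837 CPM (SD, n = 3), a log2 fold change of −4.78 (standard error 0.377, adjusted p = 2.2e-04 from the same edgeR test). The log2 fold changes of NCU03921, NCU04148, NCU09627 and NCU00878 were −4.02, −3.59, −3.45 and −3.10, with standard errors of 0.667, 0.592, 0.457 and 0.292, and all of them were DEGs. NCU03921 was no longer a DEG without high-Pi replicate II (log2 fold change −3.70), nor NCU04148 without high-Pi replicate I (−3.25) or II (−3.56). NCU11307 rose from 21.1 ± 2.04 to 77.5 ± 54.9 CPM (SD, n = 3), a log2 fold change of 1.88 (standard error 0.708, edgeR adjusted p = 0.192). For *al-1* (NCU00552), which rose from 259 ± 113 to 894 ± 150 CPM (SD, n = 3), it was 1.79 (standard error 0.674, edgeR adjusted p = 0.192). Neither of the latter was a DEG, although DESeq2 called both and the fit on these 6 libraries alone called *al-1*.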

By way of contrast, for the mutant FGSC 9568 strain cultured in the same Pi availability condition we have identified 144 DEGs, comprising 4 up- and 140 down-regulated genes; from these, 2 up- (NCU11307 and NCU00552) and 4 down-regulated (NCU03921, NCU04148, NCU09627, NCU00878) genes were highlighted as also related to integral membrane components (Table B in S2 Table). Moreover, nine of the identified DEGs were shared by both strains. It was also identified that 59 exclusive DEGs existed in the wild-type FGSC 2489 and 135 existed in the mutant FGSC 9568 strains (Fig 1A and 1C).

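Both Pi comparisons called 8 genes, NCU00322, NCU03430, NCU03541, NCU06514, NCU07180, NCU07752, NCU07791 and NCU09570, which were named after their values were seen. All 8 changed in opposite directions under the strain labels. DEGs of the wild type alone numbered 7, and those of the libraries labelled *mus-52* alone numbered 176. The number called in both was 26 with DESeq2, and 3 without wild-type low-Pi replicate II or III or high-Pi replicate II. It was 4 without wild-type high-Pi replicate I and 5 without low-Pi replicate II of the libraries labelled *mus-52*. A gene that is a DEG under only 1 of the labels has not thereby been shown to respond differently. The difference itself, the interaction of strain and Pi, passed the same thresholds for 307 genes, 10 with a more positive and 297 with a more negative change under the label *mus-52*. The 10 became 24 without wild-type low-Pi replicate I, 16 without wild-type high-Pi replicate III, 6, 1 and 2 without low-Pi replicates I, II and III of the libraries labelled *mus-52*, and 4 and 5 without their high-Pi replicates I and II. The 297 became 189, 180 and 171 without low-Pi replicates II and III and high-Pi replicate II of the libraries labelled *mus-52*.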

In both Pi availability culture conditions, it was possible to observe how deeply the disruption in *mus-52* affected the transcriptional modulation in the *N*. *crassa* mutant strain. 

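In low-Pi, 406 genes were up-regulated and 510 were down-regulated in the libraries labelled *mus-52* against the wild type, after 118 mating-type dependent genes past both thresholds had been left out. An adjusted p-value of at most 0.05 was found for 2975 genes and an unadjusted p-value under 0.05 for 3933. In 853 of the 916 DEGs the libraries did not overlap between the labels, which held for 54.8% of all genes tested and for 10% by chance. Among the DEGs whose libraries did not overlap, the largest increase was that of NCU07201 (chromosome V, 6257836 to 6259251), which rose from 0.102 ± 0.107 to 6.83 ± 3.30 CPM (SD, n = 3), a log2 fold change of 6.08 (standard error 0.623, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU07201 had 2, 4 and 0 counts in the wild type, so the size of its increase, and with it the rank, cannot be told. Without wild-type low-Pi replicate I there were 868 up- and 782 down-regulated genes. The number of up-regulated genes was 241 and 254 without wild-type replicates II and III, and 261 and 255 without replicates II and III of the libraries labelled *mus-52*. Called in all 6 fits that each left out 1 library were 165 of the up-regulated and 303 of the down-regulated genes. Up-regulated genes made up 44.3% of the DEGs with TMM normalization, 39.2% with RLE factors and 38.5% with DESeq2. In 27 of the DEGs every library of one label had at most 3 counts, so their fold changes are not estimates of size.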

The fold change expression value between the wild-type FGSC 2489 and the mutant FGSC 9568 identified 484 DEGs in the low-Pi condition, wherein 159 genes were up-regulated, 325 were down-regulated, and 245 were expressed exclusively under low-Pi conditions (Fig 1B and 1C). The gene NCU04276 showed the highest down-regulation observed throughout this study, being approximately 970-fold reduced (Log2 = −9.92; Table C in S2 Table). In addition, this gene presented the same strong down-regulation expression pattern in the high-Pi condition as well (Log2 = −8.87; Table D in S2 Table). 

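NCU04276 (chromosome V, 5467674 to 5469105) had 97276, 186849 and 229738 counts in the wild type and 301, 188 and 222 in the libraries labelled *mus-52* in low-Pi. The log2 fold change was −9.84 (standard error 0.834, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest decrease among the low-Pi DEGs whose libraries did not overlap. In high-Pi it had 112349, 157333 and 211465 counts in the wild type and 1650, 219 and 435 in the libraries labelled *mus-52*, a log2 fold change of −8.84 (standard error 0.801, adjusted p = 4.2e-05 from the same edgeR test). With 1 library left out at a time, the log2 fold change stayed between −10.22 and −9.65 in low-Pi and between −9.54 and −8.50 in high-Pi.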

NCU04276 encodes a protein with 99 amino acids, having 96% and 85% identity to hypothetical proteins from *Neurospora tetrasperma* and *Sordaria macrospora*, respectively, and 100% identity with a hypothetical protein from *Pseudomonas syringae*. In addition to possible phosphorylation and N-myristoylation sites, the *in silico* scanning of the protein sequence using the PROSITE tool (http://prosite.expasy.org/prosite.html), a database of protein domains and functional prediction, indicated the presence of a C-terminal microbody targeting signal (Gly, Arg, and Ile) as the last three amino acids.

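In high-Pi, 512 genes were up-regulated and 814 were down-regulated in the libraries labelled *mus-52* against the wild type, with 149 mating-type dependent genes left out. There were 3780 genes with an adjusted p-value of at most 0.05 and 4389 with an unadjusted p-value under 0.05. The labels did not overlap in 1271 of the 1326 DEGs, and in 60.5% of all genes tested, against 10% by chance. NCU04787 (chromosome VI, 817107 to 819460) had the largest increase among the DEGs that did not overlap, from 5.10 ± 2.02 to 94.4 ± 13.6 CPM (SD, n = 3), a log2 fold change of 4.21 (standard error 0.883, adjusted p = 0.00416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCU04787 was a DEG in every fit that left out 1 library, but not with DESeq2. Without wild-type high-Pi replicate I the number of up-regulated genes was 785, and no other single library moved either count by more than 1.5 times. In all 6 fits that each left out 1 library, 340 of the up-regulated and 532 of the down-regulated genes were DEGs. The share of up-regulated genes was 38.6% with TMM normalization, 35.6% with RLE factors and 31.3% with DESeq2. DESeq2 also called 387 of the 512 up-regulated and 809 of the 814 down-regulated genes. Genes to which it gave no adjusted p-value count as not called. Every library of one label had at most 3 counts in 23 of the DEGs.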

In high-Pi concentration culture medium, 537 DEGs were identified, of which 216 were up- and 321 down-regulated, with 298 genes expressed exclusively in this culture condition. Furthermore, 239 DEGs were shared by both *N*. *crassa* strains in both culture conditions (Fig 1B and 1C). 

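In the strain comparisons, 527 genes were DEGs in both media, 500 of them in the same direction and 27 in opposite directions. DEGs in low-Pi only numbered 389, and DEGs in high-Pi only numbered 799. The number of DEGs in both media was 912 without wild-type low-Pi replicate I, 339 without wild-type low-Pi replicate II and 340 without wild-type low-Pi replicate III.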

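NCU00754 (chromosome I, 7302928 to 7305736), which encodes a multidrug resistance protein, had 33628, 80289 and 90688 counts in the wild type and 148, 137 and 111 in the libraries labelled *mus-52* in low-Pi. The log2 fold change was −9.36 (standard error 1.10, adjusted p = 4.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In high-Pi, with 7515, 44235 and 62129 counts in the wild type and 676, 118 and 239 in the libraries labelled *mus-52*, it was −8.01 (standard error 1.04, adjusted p = 3.3e-04 from the same edgeR test). The gene was a DEG in each fit that left out 1 library, in both media.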

The multidrug resistant protein coding gene (NCU00754) also showed a strong down-regulation (675-fold [log2 = −9.4] and 265-fold [log2 = −8.05]) in both low- and high-Pi conditions, respectively (Tables C and D in S2 Table), which is notable because its transcription regulation is also highly dependent on MUS-52.

Relative expressions of the 23 mutagen-sensitive (*mus*) genes were investigated in both strains in all tested conditions. 

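All 24 *mus* genes of S3 Table were tested between the strain labels. In low-Pi the log2 fold change was positive for 15 of them and negative for 9, and in high-Pi for 13 and 11. Up-regulated in low-Pi were *mus-53* and *mus-40* (NCU07498), and in high-Pi *qde-3* (NCU08598) and *mus-50* (NCU04733), of which all but *mus-53* were named after their values were seen. The counts adjusted over the list alone were also 2 and 2. None was down-regulated in either medium, with 18 genes of the list at an unadjusted p-value under 0.05 in low-Pi and 15 in high-Pi and none of these past the fold change threshold downward. *mus-53* (NCU06264, chromosome III, 2116850 to 2120498) rose from 8.05 ± 1.36 to 41.6 ± 7.43 CPM in low-Pi (SD, n = 3), a log2 fold change of 2.37 (standard error 0.503, adjusted p = 0.00609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In high-Pi it was −0.45 (standard error 0.477, edgeR adjusted p = 0.442), and 0.50 without wild-type high-Pi replicate I. The interaction of strain and Pi for *mus-53* was −2.82 (standard error 0.689, edgeR adjusted p = 0.0358), a DEG in 5 of the 12 fits that each left out 1 library. The call was lost without wild-type low-Pi replicate II or III, without low-Pi replicate I, II or III of the libraries labelled *mus-52*, or without their high-Pi replicate I or II, at −2.85 to −2.53. *mus-40*, with 1.52 in low-Pi, was a DEG in 3 of 6 such fits, and not with DESeq2 or RLE factors. *qde-3* and *mus-50* had log2 fold changes of 1.62 and 1.67 in high-Pi, and neither was a DEG without wild-type high-Pi replicate III. Without wild-type high-Pi replicate I, 5 of the genes were up-regulated and 1 (NCU09731) was down-regulated in high-Pi. In low-Pi, NCU08346 and NCU09731 (both named after their values were seen) were down-regulated without wild-type low-Pi replicate I, as they were with DESeq2 and with RLE factors, and 3 genes were up-regulated. *mus-26* (NCU06577, chromosome IV, 1682372 to 1684719) is in S7 Table and so not among the DEGs counted. Its log2 fold change was 2.14 in high-Pi (standard error 0.444, edgeR adjusted p = 0.00402) and 1.72 in low-Pi (standard error 0.436, edgeR adjusted p = 0.0124), where it fell short of a threshold without wild-type low-Pi replicate II (1.36) or III (1.53).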

Disruption of mutagen sensitive 52 (*mus-52*) affected two other *mus* genes in *N*. *crassa*. *mus-53* was the most affected among the *mus* genes, being up-regulated approximately 5-fold (log2 = 2.30) in the low-Pi condition. *mus-26* was up-regulated approximately 4.5-fold (log2 = 2.14) in the mutant strain, mainly in the high-Pi condition, although it also presented a relative up-regulation of approximately 3.2-fold (log2 = 1.67) in low-Pi as well (S3 Table). The *mus-11* gene is adjacent to the most down-regulated NCU04276 DEG. Considering that they are on opposite strands of the DNA locus and in a different orientation, *mus-11* did not present differential expression in any of the conditions investigated. Thus, they probably do not share the same regulatory system.

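*mus-11* (NCU04275, chromosome V, 5464383 to 5466903) had 14.3 ± 3.34 CPM in the wild type and 28.9 ± 1.13 in the libraries labelled *mus-52* in low-Pi (SD, n = 3). Its log2 fold change was 1.02 (standard error 0.292, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold change threshold. In high-Pi, with 12.9 ± 6.24 and 20.4 ± 1.02 CPM (SD, n = 3), it was 0.65 (standard error 0.290, edgeR adjusted p = 0.0817). It was a DEG in neither medium with any library left out or under any alternative that kept the fold change threshold, and in low-Pi it passed with the adjusted p-value alone.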

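The members of the GO classes of Fig 2 were not analysed here, and genes whose product names in the paper's supplementary tables refer to the nucleolus, rRNA or ribosome biogenesis stood in for the nucleolus class. These 45 genes were listed by the study from the same libraries, so they are not independent evidence, and no set test was run on them. In the wild type all 45 had lower levels in high-Pi than in low-Pi, with a median log2 fold change of −1.58. None of them was a DEG, and 18 had an unadjusted p-value under 0.05 and a log2 fold change of −1.50 or less. The median log2 CPM of the set was 6.63 in low-Pi replicate I, 3.81 and 3.67 in low-Pi replicates II and III, and 3.78, 4.12 and 3.86 in the high-Pi replicates. Without low-Pi replicate I the median log2 fold change was 0.19.

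**Figure D3:**
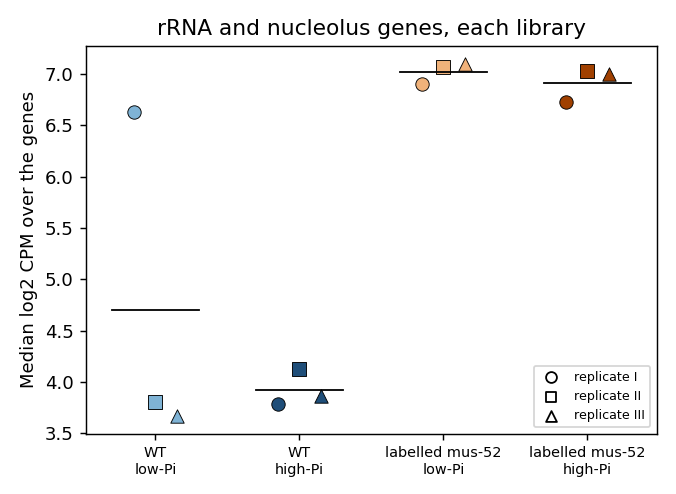
Median log2 CPM of the 45 nucleolus and rRNA genes in each of the 12 libraries, by strain label and medium. Wild-type low-Pi replicate I, at 6.63, is far from the other wild-type libraries (3.67 to 4.12) and near the libraries labelled *mus-52* (6.72 to 7.10).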

Gene Ontology (GO) enrichment analysis indicated that high-Pi availability down-regulates the majority of DEGs in the wild-type FGSC 2489 strain compared with the low-Pi condition, highlighting the 24 nucleolus-related and other genes that, directly or indirectly, are involved in the process of protein synthesis. The only class of up-regulated genes showed ten genes associated with an integral component of the membrane (Fig 2A). Additionally, eight up- and four down-regulated genes were categorized as having unknown function. Notably, for the mutant FGSC 9568 strain, the high-Pi condition down-regulated all the classes categorized, except for genes with unknown function of which 43 were down- and two up-regulated (Fig 2B). Moreover, considering the integral component of the membrane group, the change of Pi availability induced a down-regulation of 36 genes and up-regulation of only two (NCU00552 and NCU11307) in the mutant strain, although these genes differed from those described for the wild-type FGSC 2489 strain in the same gene group (Fig 2A and 2B). 

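Genes with a transporter in their product name in the supplementary tables, 33 in all, were taken for a part of the membrane class. They too were listed by the study from the same libraries, so their counts and medians are not independent evidence. In the libraries labelled *mus-52*, 3 of them, NCU03591, NCU04963 and NCU10009 (named after their values were seen), were down-regulated and 0 up-regulated in high-Pi, with 9 genes of the set at an unadjusted p-value under 0.05. The median log2 fold change was −0.30. Without high-Pi replicate I there was 1 down-regulated gene, and without low-Pi replicate I, II or III or high-Pi replicate II there were 0, although 2 to 3 passed the fold change threshold at an unadjusted p-value under 0.05. In the wild type none of the 33 genes was a DEG, with 7 at an unadjusted p-value under 0.05.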

One of the most important points to consider is that the absence of MUS-52 affected the modulation of several genes classified as integral membrane components regardless of Pi availability, down-regulating 77 genes in low-Pi and 91 in high-Pi conditions (Fig 2C and 2D), along with another group specifically classified as transmembrane transport with 13 down-regulated genes (Fig 2C). It was also observed that deletion of *mus-52* affected other classes of genes, such as down-regulating genes of the oxidation-reduction process (38 genes in both low-Pi and high-Pi), while up-regulating genes related to the nucleolus (18 and 59 genes in low- and high-Pi, respectively) and the ATP-binding gene group (18 and 27 genes in low- and high-Pi, respectively). Furthermore, the *mus-52* mutation also affected several genes with unknown function, with 86 genes up- and 36 down-regulated under the low-Pi condition, and 21 and 95 genes up- and down-regulated, respectively, under high-Pi conditions (Fig 2C and 2D).

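Of the 33 transporter genes, 15 were down-regulated and 8 up-regulated in low-Pi in the libraries labelled *mus-52* against the wild type, with a median log2 fold change of −1.65. In high-Pi 14 were down-regulated, and NCU00711, NCU02456, NCU02879, NCU04942 and NCU08310, which were named after their values were seen, were up-regulated, with a median of −1.28. Of these genes, 4 are in S7 Table and were not counted.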

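The oxidoreductase set held 55 genes, chosen like the transporter set, 10 of them in S7 Table. The study listed these genes too from the same libraries. Their counts and medians between the strains are therefore not independent evidence, as for the transporter genes. In the libraries labelled *mus-52*, 25 of these genes were down-regulated in low-Pi and 33 in high-Pi, with median log2 fold changes of −1.65 and −2.16. The up-regulated genes were NCU03117, NCU04260, NCU06559 and NCU09267 in low-Pi, where the count was 2 without wild-type low-Pi replicate II or III, and NCU03117 and NCU06559 in high-Pi, all named after their values were seen. Between the media under the same label 5 were down-regulated, NCU01078, NCU03893, NCU04260, NCU05376 and NCU09821 (also named after their values were seen), and 2 to 3 without low-Pi replicate III or high-Pi replicate I or II. The 45 nucleolus and rRNA genes, 7 of them in S7 Table, all had higher levels in the libraries labelled *mus-52* in both media. In low-Pi 11 were up-regulated, with a median log2 fold change of 1.62, and in high-Pi 37, with a median of 3.16. With DESeq2 16 were up-regulated in high-Pi, although the median was 3.12, and a gene without a DESeq2 adjusted p-value counts as not called. In low-Pi there was 1 in the fit on the 6 libraries alone and 17 with the replicate block. The low-Pi values were 36 genes and a median of 3.31 without wild-type low-Pi replicate I, whereas 1 gene was left without wild-type low-Pi replicate II or III or replicate III of the libraries labelled *mus-52*, and 2 without replicate I or II of the latter.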

**Fig 2:**
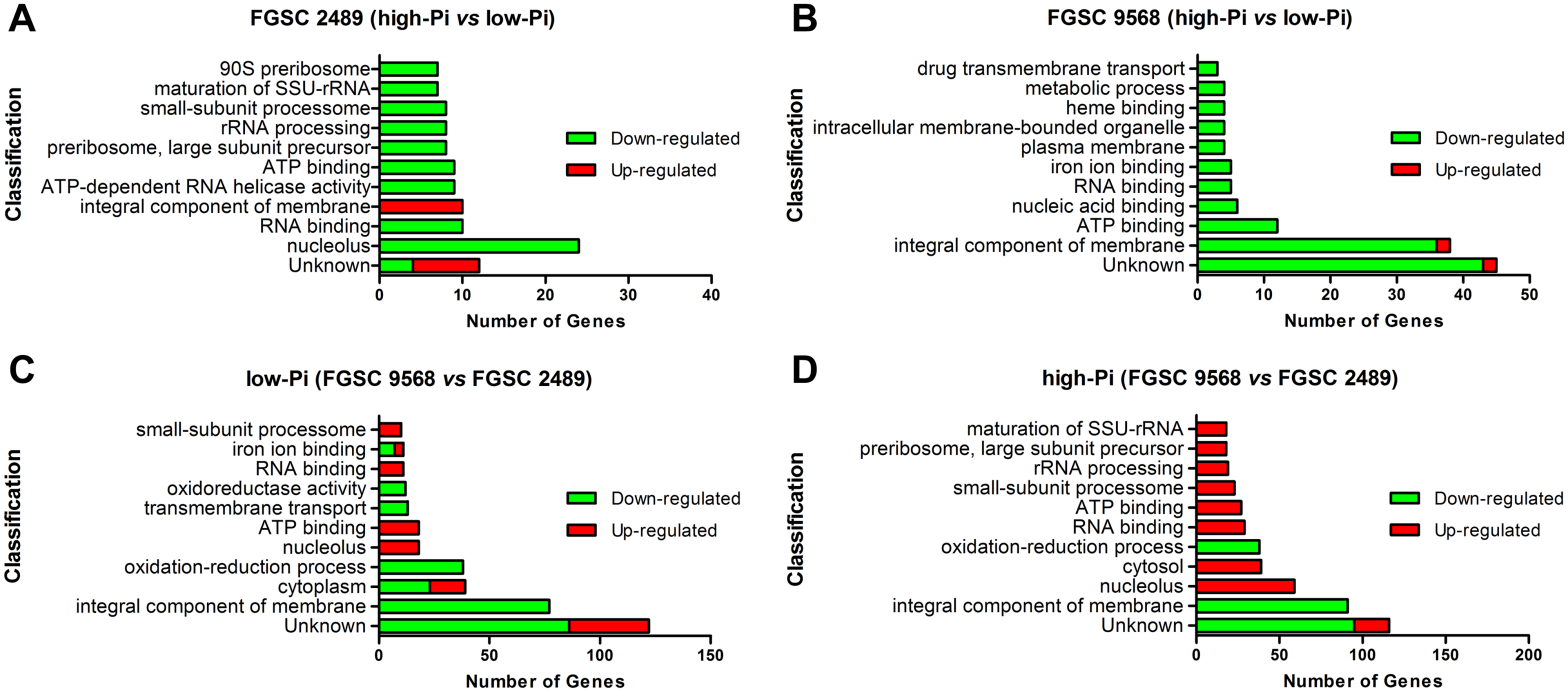
Gene Ontology (GO) enrichment analysis. (A) The 10 classes of genes in the *N*. *crassa* FGSC 2489 strain most affected by Pi availability. (B) The 10 classes of genes in the *N*. *crassa* FGSC 9568 strain most impacted by Pi availability. (C, D) The 10 classes of the most affected genes in *N*. *crassa* FGSC 9568 with respect to the wild-type strain in the low-Pi (C) and high-Pi (D) culture condition. Significantly enriched categories (P ≤ 0.05) are shown.

### TF modulation

The change expression values of 9 specific and randomly selected differentially expressed TF genes between mutant FGSC 9568 *vs* wild-type FGSC 2489 strains were analysed by the RNA-Seq and validated by RT-qPCR techniques, to illustrate the effects of Pi availability and deletion of the *mus-52* gene in the modulation of these kinds of regulators. 

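The 9 TF genes of Fig 3C were chosen by the study from these libraries, so the counts adjusted over the list alone are not independent evidence. In low-Pi, 5 of them were down-regulated in the libraries labelled *mus-52*, with log2 fold changes from −4.54 to −1.68, and adjusted over the list alone also 5. NCU02142 (chromosome I, 1106804 to 1109214) had 21403, 25830 and 29730 counts in the wild type and 2332, 1142 and 1024 in the libraries labelled *mus-52*, a log2 fold change of −4.54 (standard error 0.758, adjusted p = 0.00232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The others were NCU01386 (−1.98), NCU02499 (−2.99), NCU03643 (−1.68) and NCU08507 (−3.90). Of the 6 fits that each left out 1 library, NCU08507 was a DEG in that without wild-type low-Pi replicate I (−4.45), and NCU03643 in the same fit (−1.98) and in that without replicate III of the libraries labelled *mus-52* (−1.79). NCU05257 (chromosome IV, 5576950 to 5581718) had a log2 fold change of −1.37 (standard error 0.409, edgeR adjusted p = 0.0237) and was a DEG without wild-type low-Pi replicate I, at −1.87, and with the adjusted p-value alone. The number of down-regulated TF genes was 3 without wild-type low-Pi replicate II or III or without replicate I or II of the libraries labelled *mus-52*.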

In low-Pi condition, six TF genes were down-regulated, highlighting the putative C6 transcription factor protein (NCU02142) coding gene, which was also down-regulated in the high-Pi condition. Although the NCU05257 gene displayed a fold change value (log2 = −1.47) lower than our expression threshold, it was nevertheless considered in our analysis. Conversely, four genes were up-regulated in low-Pi condition, highlighting *cellulose degradation regulator-2* (*clr-2*, NCU08042), which was transcribed approximately ten-fold higher (log2 = 3.42) in the mutant FGSC 9568 compared with the wild-type FGSC 2489 strain (Fig 3A and 3C). 

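In low-Pi, *clr-2* (NCU08042, chromosome IV, 4001190 to 4004643) rose from 1.95 ± 0.301 CPM in the wild type to 22.1 ± 1.72 in the libraries labelled *mus-52* (SD, n = 3), a log2 fold change of 3.50 (standard error 0.421, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In high-Pi it was −0.56 (standard error 0.382, edgeR adjusted p = 0.242), and 0.095 without wild-type high-Pi replicate I. The interaction of strain and Pi was −4.06 (standard error 0.562, edgeR adjusted p = 0.00200). Also up-regulated in low-Pi were NCU00017, at 1.99 (standard error 0.339), and NCU00038, at 1.83 (standard error 0.507). NCU00038 was a DEG in 3 of the 6 fits that each left out 1 library, and not without wild-type low-Pi replicate II (1.53) or III (1.47) or replicate II of the libraries labelled *mus-52* (1.72). Up-regulated TF genes thus numbered 3, also adjusted over the list alone.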

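In high-Pi, NCU00038 (chromosome III, 2365188 to 2366731) rose from 10.5 ± 4.11 CPM in the wild type to 66.5 ± 5.74 in the libraries labelled *mus-52* (SD, n = 3), a log2 fold change of 2.66 (standard error 0.523, adjusted p = 0.00319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the up-regulated gene of the 9 TF genes, and 6 were down-regulated, the same numbers as when adjusted over the list alone. For NCU02142, with 4228, 20874 and 25972 counts in the wild type and 3572, 738 and 1838 in the libraries labelled *mus-52*, the log2 fold change was −4.23 (standard error 0.747, adjusted p = 0.00192 from the same edgeR test). The others were NCU01386 (−3.33), NCU02499 (−1.98), NCU03643 (−1.65), NCU05257 (−2.40) and NCU08507 (−3.22). NCU03643 was not a DEG without wild-type high-Pi replicate II (−1.30) or III (−1.43) or without replicate II of the libraries labelled *mus-52* (−1.57). NCU08507 was a DEG in 1 of the 6 fits that each left out 1 library, that without wild-type high-Pi replicate I (−3.79), and lay between −3.25 and −2.72 in the others.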

Under the high-Pi condition, only one TF gene was up-regulated (coding for a C2H2 transcription factor, NCU00038), according to our expression threshold, and six TF genes were down-regulated, highlighting a putative C6 transcription factor (NCU02142); these comprised the most affected TF coding genes in this Pi condition (Fig 3B and 3C).

**Fig 3:**
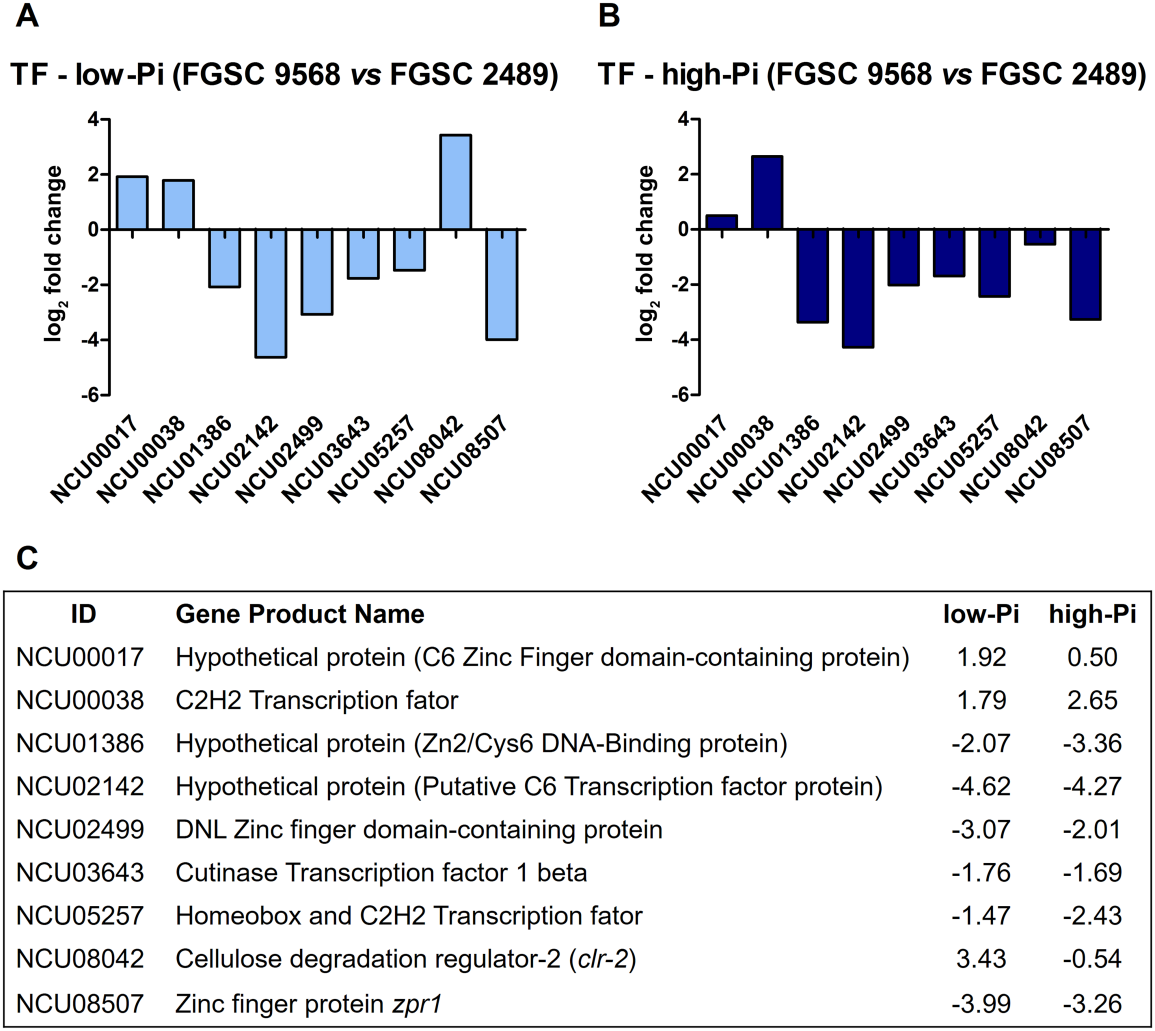
Expression analysis of the *N*. *crassa* genes encoding TFs in wild-type FGSC 2489 and mutant FGSC 9568 strains grown in media with different Pi availability. (A, B) Fold change expression ratio of 9 genes encoding TFs in mutant FGSC 9568 *vs* FGSC 2489 grown in medium containing low-Pi (A) or high-Pi (B) availability. (C) Gene ID and description of the TFs analysed and their respective relative expression (log2) under conditions of low- and high-Pi availability.

### Kinase gene expression profile

The change expression value of the 27 kinase and kinase-related genes between the mutant FGSC 9568 *vs* wild-type FGSC 2489 strains were used to construct an expression profile (heat map). The large serine-threonine (S/T) class of the eukaryotic protein kinase superfamily stands out among these kinase genes as having several genes down-regulated. 

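Of the 27 kinase and kinase-related genes of S4 Table, 24 had enough counts to be tested. In low-Pi, 12 were down-regulated in the libraries labelled *mus-52*, and NCU02237 (1.88), NCU02776 (1.94) and *stk-46* (NCU06638, 2.21, with 2 annotated transcripts) were up-regulated. In high-Pi, 12 were down-regulated, and NCU02237 (2.32), NCU02776 (1.90), *stk-42* (NCU06422, 1.92) and *cdc7* (NCU11410, 1.69) were up-regulated. The up-regulated genes were named after their values were seen. Adjusted over the list alone, 12 and 12 were down-regulated and 3 and 5 up-regulated, which is not independent evidence because the study chose the list from these libraries. Leaving out wild-type low-Pi replicate II or III gave 7 or 4 down-regulated genes in low-Pi, and leaving out wild-type low-Pi replicate I gave 5 up-regulated genes. Of the 6 fits that each left out 1 library, NCU02237 was a DEG in low-Pi only in that without wild-type low-Pi replicate I, and *cdc7* was not a DEG in high-Pi without wild-type high-Pi replicate III. More than 1 annotated transcript, which went with low counts in general, is recorded for 9 of the 27 listed genes, including 5 of the down-regulated genes in low-Pi and 4 in high-Pi.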

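NCU03894 (chromosome VI, 2076684 to 2081610), which has 3 annotated transcripts, had 2, 5 and 5 counts in the wild type in low-Pi and 1, 0 and 0 in the libraries labelled *mus-52*. In high-Pi it had 12, 2 and 3 counts in the wild type and 9, 2 and 1 in the libraries labelled *mus-52*. With 42 counts over the 12 libraries it was not tested. In low-Pi the wild-type mean was 1.63 times the level that 3 counts per library stand for, and the size of the decrease cannot be told from counts this low. Without the filter on low counts, and also with DESeq2, the gene passed both thresholds in low-Pi and not in high-Pi. Among the tested kinase genes, the largest fitted log2 fold change in low-Pi was that of *ck-1a* (NCU00685), whose counts were too low for a ranking by size.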

Serine/threonine protein kinase-4 (NCU03894) was the most affected kinase gene in the low-Pi condition (log2 fold change = −4.64). In high-Pi condition, the most down-regulated DEG was the thermoresistant gluconokinase (NCU07626; log2 fold change = −4.48), (Fig 4 and S4 Table). 

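In high-Pi, NCU07626 (chromosome IV, 318163 to 319473) fell from 8.20 ± 1.27 CPM in the wild type to 0.373 ± 0.113 in the libraries labelled *mus-52* (SD, n = 3), a log2 fold change of −4.39 (standard error 0.324, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In low-Pi it fell from 4.26 ± 1.23 to 0.968 ± 0.207 CPM (SD, n = 3), a log2 fold change of −2.12 (standard error 0.297, edgeR adjusted p = 9.7e-04). The interaction of strain and Pi was −2.28 (standard error 0.423, adjusted p = 0.00913 from the same edgeR test).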

Another specific down-regulated kinase was CK-1a (NCU00685), which is part of the oscillator core of *N*. *crassa* clock-controlled genes (ccgs) (fold change log2 = −2.93 and −2.71 in low- and high-Pi conditions respectively), (Fig 4 and S4 Table).

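*ck-1a* (NCU00685, chromosome I, 7563308 to 7567354) has 3 annotated transcripts and had 2 to 27 counts per library. In low-Pi the wild type had 11, 11 and 27 counts and the libraries labelled *mus-52* had 3, 2 and 3. The wild-type mean was 6.46 times the level that 3 counts per library stand for, and the size of the decrease cannot be told from counts this low. The call in low-Pi (adjusted p = 0.0111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was lost without wild-type low-Pi replicate III or without replicate I of the libraries labelled *mus-52*, where the fitted log2 fold changes were −2.43 and −2.69. In high-Pi, with 0.755 ± 0.475 and 0.118 ± 0.0422 CPM (SD, n = 3), the log2 fold change was −2.61 (standard error 0.677, adjusted p = 0.00971 from the same edgeR test).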

**Fig 4:**
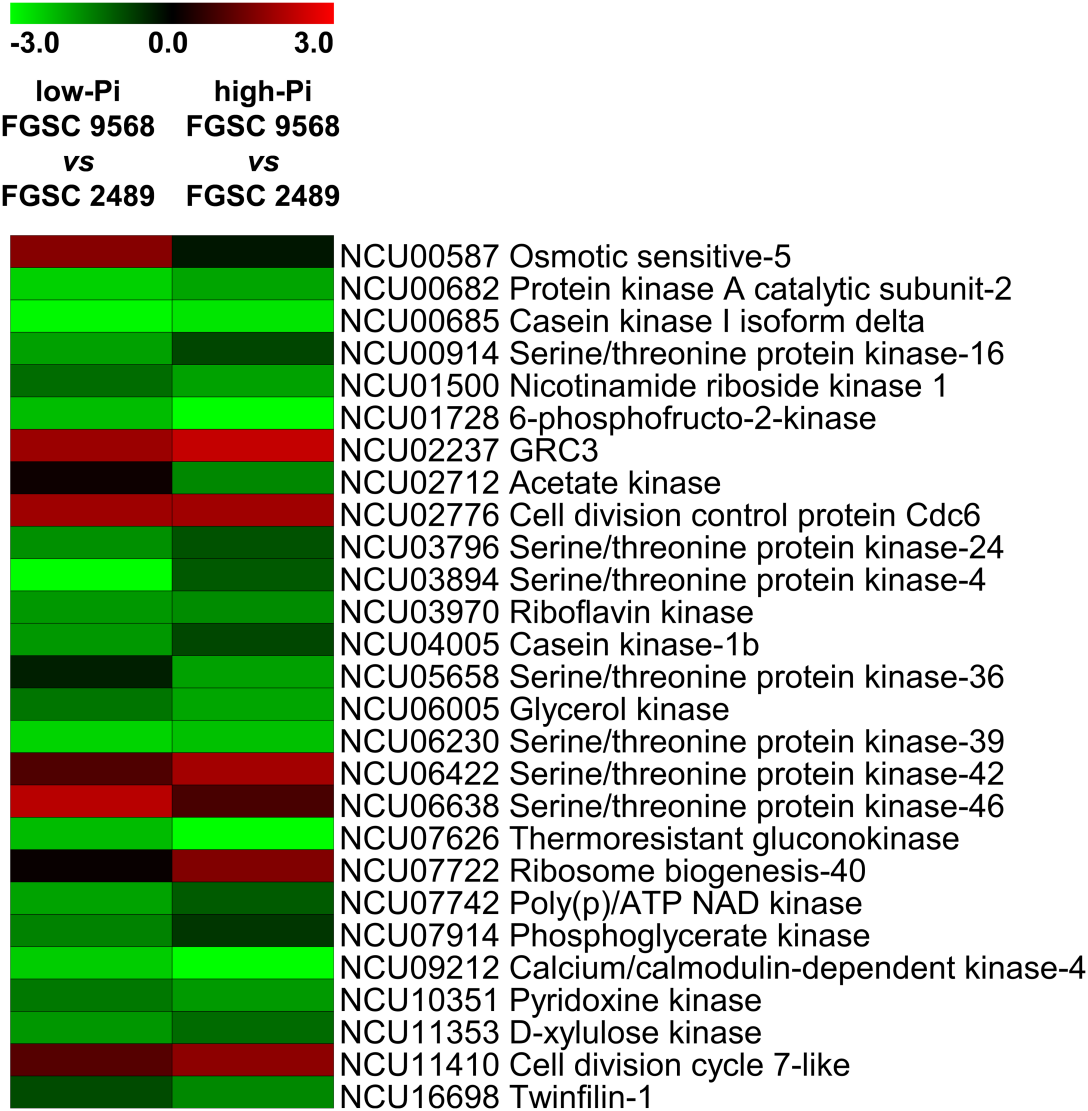
Kinase and kinase-related gene expression profile (heat map) of *N*. *crassa* FGSC 9568 mutant *vs* wild-type strains, grown in low- and high-Pi availability conditions. Expression scale is represented as log2-fold change.

### Circadian clock-controlled genes

We next analysed the fold change expression profile of the 28 circadian clock-controlled genes. Among the five genes (*frq*, *wc-1*, *wc-2*, *frh*, and *ck-1a*) of the core oscillator in *N*. *crassa*, *wc-1* (NCU02356) and the previously cited *ck-1a* (NCU00685) were down-regulated in the mutant FGSC 9568 compared with the wild-type FGSC 2489 strain. Conversely, *frq* (NCU02265) and *wc-2* (NCU00902) were slightly up-regulated but were not considered as DEGs. 

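*wc-1* (NCU02356, chromosome VII, 2767393 to 2773846), which has 4 annotated transcripts, had 24 to 159 counts per library. Its log2 fold change between the libraries labelled *mus-52* and the wild type was −2.43 in low-Pi (standard error 0.416, adjusted p = 0.00261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.69 in high-Pi (standard error 0.409, adjusted p = 0.00732). The high-Pi value was −1.21 without wild-type high-Pi replicate II and −1.46 without replicate I of the libraries labelled *mus-52*, under the fold change threshold. *frq* (NCU02265, chromosome VII, 3131640 to 3136464; 3 annotated transcripts) had log2 fold changes of 0.53 in low-Pi (standard error 0.301, edgeR adjusted p = 0.171) and 0.96 in high-Pi (standard error 0.302, edgeR adjusted p = 0.0217). For *wc-2* (NCU00902, chromosome I, 6815517 to 6819124) they were 0.72 (standard error 0.202, edgeR adjusted p = 0.0191) and 0.58 (standard error 0.202, edgeR adjusted p = 0.0341). Neither *frq* nor *wc-2* reached the fold change threshold under any alternative or with any library left out.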

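The FRQ-interacting RNA helicase gene *frh* (NCU03363, chromosome II, 964247 to 968587) rose from 28.2 ± 6.34 CPM in the wild type to 196 ± 22.1 in the libraries labelled *mus-52* in high-Pi (SD, n = 3), a log2 fold change of 2.79 (standard error 0.560, adjusted p = 0.00346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In low-Pi it rose from 54.9 ± 56.0 to 182 ± 8.29 CPM (SD, n = 3), a log2 fold change of 1.73 (standard error 0.538, adjusted p = 0.0281 from the same edgeR test). The low-Pi value was 2.93 without wild-type low-Pi replicate I, and *frh* was not a DEG in any of the other 5 fits that each left out 1 library, with 1.34 to 1.71.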

The gene for FRQ-interacting RNA helicase (*FRH*, NCU03363) was strongly up-regulated. Furthermore, the majority of the other ccgs were down-regulated, with *lysozyme* (*lyz*, NCU00701) highlighted as the most down-regulated gene identified among the ccgs, being decreased approximately 105-fold (log2 = −6.70) in low-Pi and approximately 125-fold (log2 = −6.98) in high-Pi conditions (Fig 5 and S5 Table).

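Of the 28 clock-controlled genes of S5 Table, 27 were tested, and 4 of the 28 have more than 1 annotated transcript. In low-Pi 7 were down-regulated in the libraries labelled *mus-52*, and *frh* and NCU06977 were up-regulated. In high-Pi 8 were down-regulated, and *frh* was up-regulated. The counts adjusted over the list alone were the same. The log2 fold change was negative for 15 of the 27 genes in low-Pi and for 17 in high-Pi, with medians of −0.46 and −0.67. The number of down-regulated genes was 4 without low-Pi replicate I or II of the libraries labelled *mus-52*, and 5 in high-Pi without wild-type replicate II or replicate I of the libraries labelled *mus-52*. For up-regulated genes in low-Pi it was 1 without wild-type replicate I or III and 0 otherwise, with 1 to 2 genes past the fold change threshold at an unadjusted p-value under 0.05. The *lyz* gene (NCU00701, chromosome I, 7494616 to 7496064) fell from 647 ± 462 to 6.65 ± 1.03 CPM in low-Pi (SD, n = 3), a log2 fold change of −6.61 (standard error 0.720, adjusted p = 3.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In high-Pi it fell from 925 ± 295 to 7.46 ± 1.15 CPM (SD, n = 3), a log2 fold change of −6.96 (standard error 0.730, adjusted p = 9.7e-05 from the same edgeR test).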

**Fig 5:**
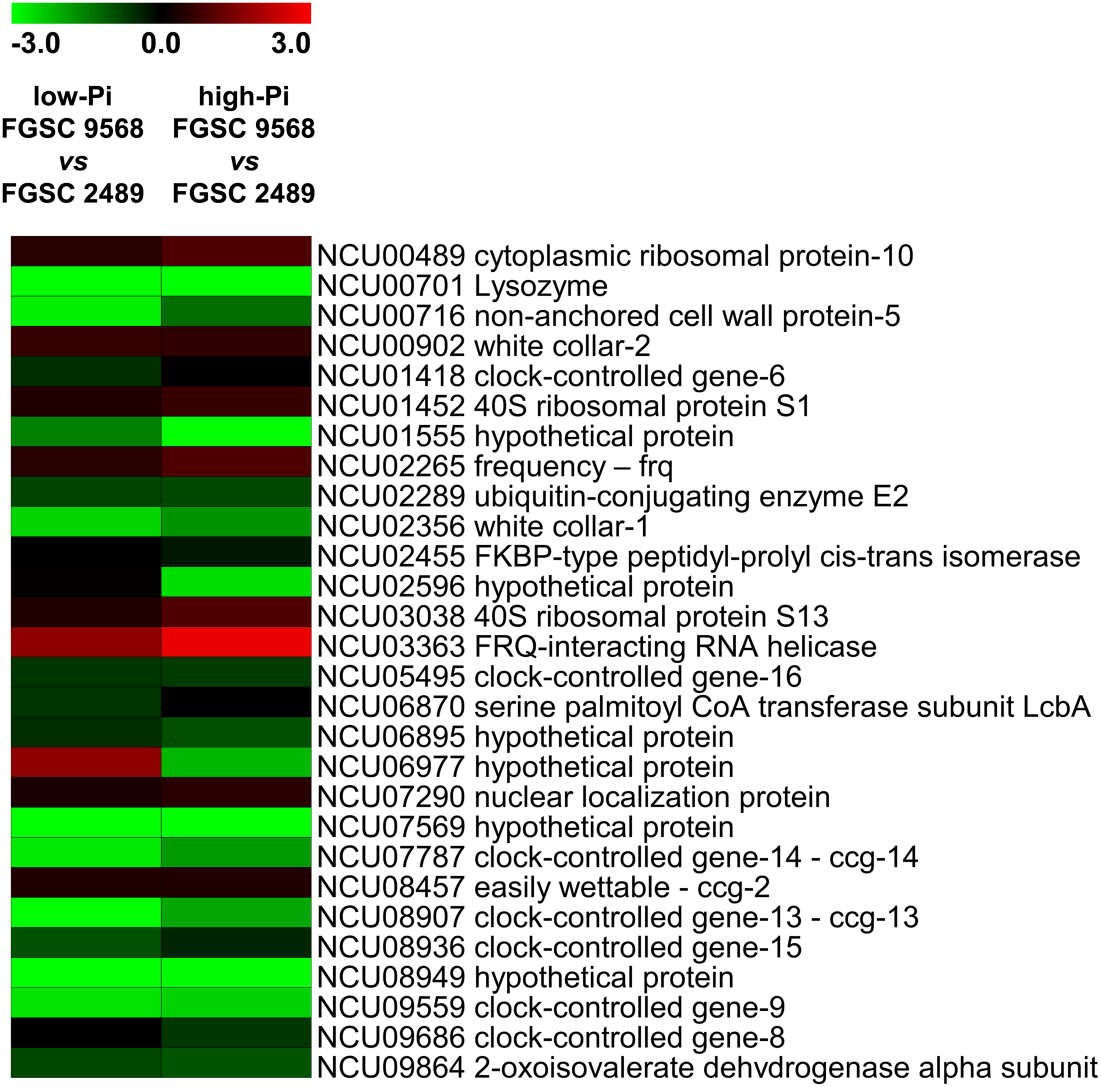
Circadian clock-controlled gene expression profile (heat map) of *N*. *crassa* FGSC 9568 mutant *vs* wild-type strains, grown in low- and high-Pi availability conditions. Expression scale is represented as log2-fold change.

### General metabolism-related genes

The relative expression of four general metabolism-related genes and the fold change expression value between the mutant FGSC 9568 *vs* wild-type FGSC 2489 strains in both low- and high-Pi culture conditions were also analysed. 

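NCU00306 (chromosome III, 3377942 to 3380737) fell from 157 ± 102 CPM in the wild type to 3.49 ± 1.07 in the libraries labelled *mus-52* in high-Pi (SD, n = 3), a log2 fold change of −5.49 (standard error 1.19, adjusted p = 0.00475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In low-Pi the wild-type replicates had 85, 4714 and 5509 counts and the libraries labelled *mus-52* had 305, 221 and 256, a log2 fold change of −4.05 (standard error 1.11, adjusted p = 0.0170 from the same edgeR test). The call in low-Pi was lost without wild-type low-Pi replicate II (−3.63), or without replicate I (−3.88) or II (−4.03) of the libraries labelled *mus-52*. NCU04597 (chromosome V, 1561132 to 1564619) had log2 fold changes of −2.13 in low-Pi (standard error 0.527, edgeR adjusted p = 0.0111) and −2.21 in high-Pi (standard error 0.529, edgeR adjusted p = 0.00694), and was a DEG in every fit that left out 1 library.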

We found that two genes (NCU00306 and NCU04597) were affected by the *mus-52* gene disruption, with both being down-regulated, regardless of the availability of Pi (in low- and high-Pi; Fig 6A and 6C), highlighting the MSF multidrug transporter coding gene (NCU00306) as being markedly down-regulated. 

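NCU03649 (chromosome V, 1957737 to 1960287) rose from 8.95 ± 1.35 CPM in the wild type to 42.7 ± 5.08 in the libraries labelled *mus-52* in low-Pi (SD, n = 3), a log2 fold change of 2.25 (standard error 0.231, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In high-Pi, with 12.4 ± 2.11 and 15.3 ± 3.96 CPM (SD, n = 3), it was 0.30 (standard error 0.221, edgeR adjusted p = 0.276). The difference between the media was tested as the interaction of strain and Pi, −1.96 (standard error 0.316, adjusted p = 0.00455 from the same edgeR test).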

Only the gene that codes for a hypothetical protein (NCU03649), which when blasted against NCBI GenBank showed approximately 70% identity with the *Metarhizium acridum* (CQMa 102) DNA repair protein Rad7, was up-regulated solely in the Pi starvation condition. Notably, the *N*. *crassa* metabolism-related hypothetical protein NCU06977, when blasted against the NCBI database, showed > 70% identity with a *Colletotrichum graminicola* ATP synthase, F0 subunit. The fold change expression value of NCU06977 in the wild-type FGSC 2489 strain under high-Pi *vs* low-Pi conditions indicated a strong up-regulation. Conversely, the fold change expression value of the mutant FGSC 9568 cultured in the same condition indicated an equivalent down-regulation (Fig 6B and 6C). In comparison, no significant difference was observed in the relative expression profile of two putative DNA methyltransferase (DMT) genes (*dim-2* [NCU02247] and *rid-1* [NCU02034]), reported as critical for the genome repeat-induced point mutation (RIP) defence system in *N*. *crassa* [21], which suggests that the absence of MUS-52 does not interfere with RIP in *N*. *crassa*.

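In the wild type, NCU06977 (chromosome IV, 4745779 to 4747548) had 8.86 ± 5.15 CPM in low-Pi and 27.5 ± 22.5 in high-Pi (SD, n = 3), a log2 fold change of 1.64 (standard error 0.560, adjusted p = 0.255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not a DEG there under any alternative, and the log2 fold change was 0.71 without high-Pi replicate I. In the libraries labelled *mus-52* the gene fell from 30.4 ± 3.43 to 6.23 ± 0.498 CPM (SD, n = 3), a log2 fold change of −2.29 (standard error 0.570, adjusted p = 0.0426 from the same edgeR test). With any of these 6 libraries left out it was no longer a DEG, at −2.37 to −2.14. The interaction of strain and Pi was −3.93 (standard error 0.798, edgeR adjusted p = 0.0149), past the thresholds in 10 of the 12 fits that each left out 1 library, with −3.78 and −3.82 in the others, those without high-Pi replicate I or II of the libraries labelled *mus-52*. Between the strain labels the log2 fold change was 1.78 in low-Pi (standard error 0.562, edgeR adjusted p = 0.0294), where 1 of the 6 fits with a library left out, that without wild-type low-Pi replicate III, kept the call, and 1.28 without wild-type low-Pi replicate I. In high-Pi it was −2.15 (standard error 0.567, edgeR adjusted p = 0.0104), and −1.21 without wild-type high-Pi replicate I.

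**Figure D4:**
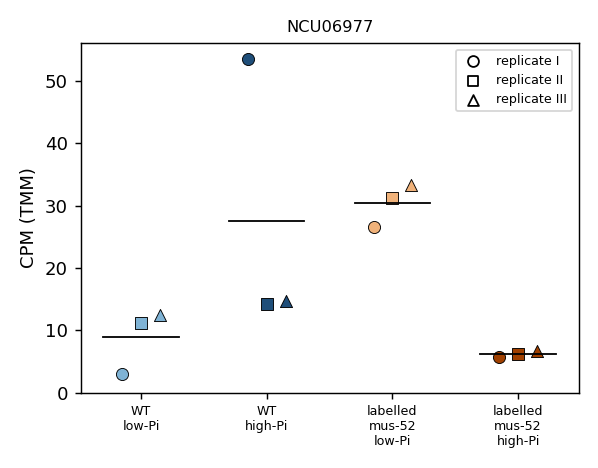
Level of NCU06977 (CPM) in each of the 12 libraries, by strain label and medium, with the mean of 3 replicates. High-Pi replicate I of the wild type lies above the other wild-type libraries, and the libraries labelled *mus-52* are lower in high-Pi than in low-Pi.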

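*dim-2* (NCU02247, chromosome VII, 3189797 to 3195483) rose from 15.9 ± 8.37 CPM in the wild type to 62.6 ± 1.41 in the libraries labelled *mus-52* in high-Pi (SD, n = 3), a log2 fold change of 1.97 (standard error 0.545, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was a DEG in every fit that left out 1 library. In low-Pi, with 22.0 ± 20.5 and 53.0 ± 2.31 CPM (SD, n = 3), it was 1.27 (standard error 0.534, edgeR adjusted p = 0.0782). Without wild-type low-Pi replicate I it was 2.30 and *dim-2* was a DEG, as it was with the replicate number as a block. *rid-1* (NCU02034, chromosome I, 1611869 to 1615028) had 10 to 45 counts per library and log2 fold changes of 0.19 in low-Pi (standard error 0.346, edgeR adjusted p = 0.669) and 0.20 in high-Pi (standard error 0.337, edgeR adjusted p = 0.636). These turned to −0.12 without wild-type low-Pi replicate I and to −0.045 without high-Pi replicate II of the libraries labelled *mus-52*.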

**Fig 6:**
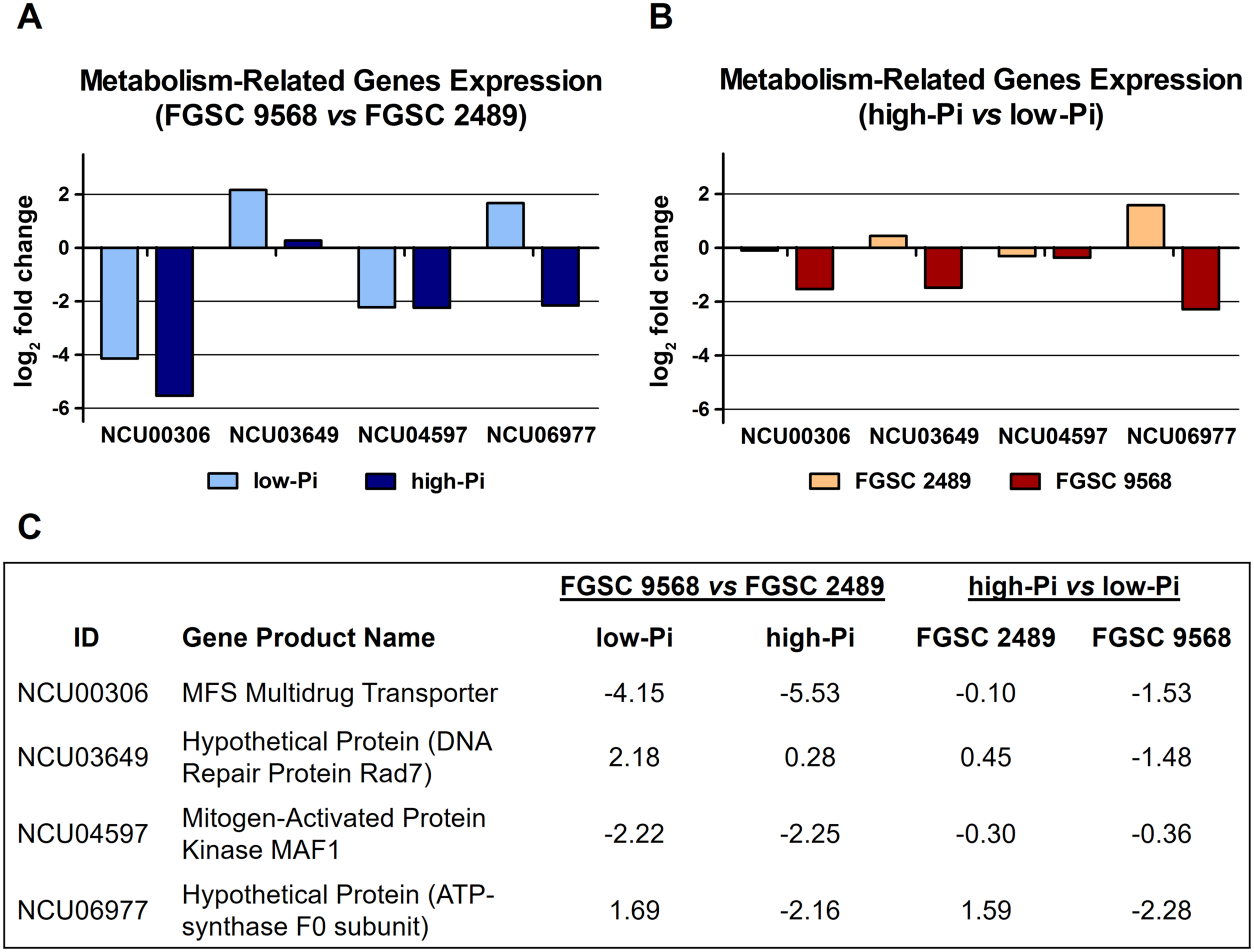
Expression analysis of the genes related to metabolism in *N*. *crassa* wild-type FGSC 2489 and mutant FGSC 9568 grown in media with different Pi availability. (A) Fold change expression ratio of 4 genes related to the metabolism of the mutant FGSC 9568 *vs* FGSC 2489 strains cultured in medium containing low-Pi (light blue columns) and high-Pi (dark blue columns). (B) Fold change expression ratio of 4 genes related to the metabolism in high-Pi *vs* low-Pi growth condition of both wild-type FGSC 2489 (orange columns) and mutant FGSC 9568 (brown columns) strains. (C) Description of the metabolism-related genes analysed in the *N*. *crassa* wild-type and mutant FGSC 9568 strains and their respective relative expression (log2) under conditions of low- and high-Pi availability.

### Gene expression validation

Expression analysis by qRT-PCR of 13 selected genes using independent RNA samples validated the RNA-Seq data. The results of both experiments were compared with respect to the log2 ratio between *mus-52* mutant and wild-type FGSC 2489 strains (S6 Table). The correlation between the Illumina RNA-Seq and qPCR results, obtained from biological replicates, was strong and was statistically significant (Pearson correlation, r = 0.97, *P* < 0.001).

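The log2 fold changes between the strain labels were compared with the paper's qPCR values of S6 Table across 13 genes in each medium. The comparison is across genes, which are not independent replicates. Pearson's r was 0.977 in low-Pi, 0.942 in high-Pi and 0.964 over the 26 pairs, and Spearman's rho was 0.951, 0.945 and 0.949. Each of these 6 relations had a permutation p of 1e-05 over both tails, the smallest that 100000 permutations can give, and an adjusted value of 1e-05. Without the 2 genes farthest from the median, Pearson's r was 0.966 in low-Pi and 0.869 in high-Pi, and without the 2 farthest pairs it was 0.952 over both media. The sign was the same for 13 of 13 genes in low-Pi and for 11 of 13 in high-Pi. The exceptions were NCU03643, with −1.65 against the paper's qPCR value of 0.59, and NCU03649, with 0.30 against the paper's −0.18. The median absolute difference was 0.32 in low-Pi and 0.46 in high-Pi on the log2 scale. Of the reference genes, that for actin (NCU04173, 2 annotated transcripts) had 0 to 1 counts per library, and that for β-tubulin (NCU04054) had log2 fold changes of 0.025 in low-Pi and 0.054 in high-Pi between the strain labels.

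**Figure D5:**
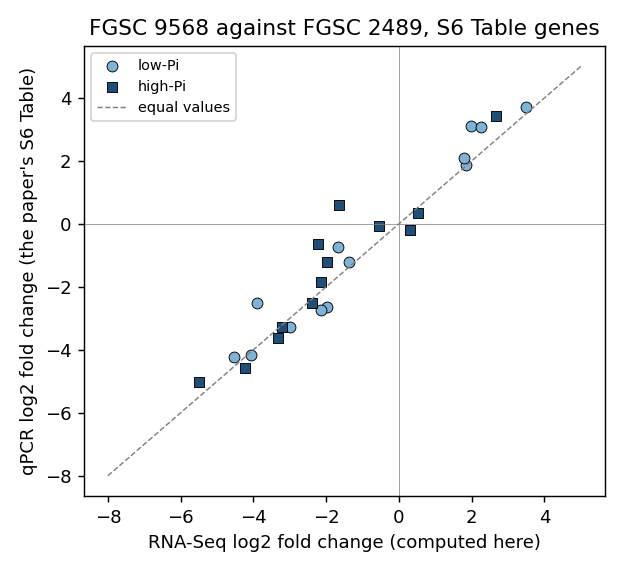
RNA-Seq log2 fold change against the paper's qPCR log2 ratio for the 13 genes of S6 Table in low-Pi and high-Pi, libraries labelled *mus-52* against the wild type. Of the 26 points, 24 have the same sign on both axes.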

## Discussion

The acquisition of Pi by microorganisms depends on ambient signals, which are detected by cellular sensors that initiate the flow of intracellular information. The transcriptional activation of Pi-related genes triggers an intricate mechanism for Pi homeostasis including phosphatases to release inorganic Pi from organic molecules and polyphosphates, and membrane phosphate permeases to import the Pi into the cells [12,22]. Several studies have utilised the ascomycete fungus *N*. *crassa* for insights regarding the molecular mechanism that controls the response to phosphate availability. A suppression subtractive hybridization approach has been applied to identify genes modulated by the transcription factor NUC-1 [6]. This approach has identified *hex-1*, a gene classified as septal pore-associated (an organelle specific to filamentous ascomycete fungi, known as the Woronin body, which acts in the prevention of cytoplasmic bleeding after hyphal injury) as well as its association with extracellular Pi and pH changes [6]. The same approach was used to identify transcripts differently expressed in the *N*. *crassa* strain lacking the phosphate sensor NUC-2, which regulates several genes associated with the phosphorus-sensing network, such as transport, transcriptional regulation, signal transduction, metabolism, protein synthesis, and development [5,23,24]. The authors highlighted the *mak-2* gene, which codes for a mitogen-activated protein kinase (MAPK-MAK-2). In a subsequent work, using a *N*. *crassa* mutant (Δ*mak-2*) strain grown under phosphate-shortage conditions, the authors reported evidence that, in addition to involvement in metabolic routes (e.g., the isoprenylation pathway), *mak-2* participates in the hierarchical phosphate-signalling pathway, being the fifth element in the control system of the Pi shortage response [4,5,25,26].

In the current study, we utilised high-throughput genomic approaches to investigate *N*. *crassa* transcriptional regulation under different phosphate availability conditions. We observed that in the *N*. *crassa* wild-type FGSC 2449 strain, the nucleolus-related genes were the most down-regulated DEGs in high-Pi *vs* low-Pi (Fig 2A). Notably, the nucleolus participates in tRNA precursor processing, biogenesis and processing of rRNA, gene silencing, senescence, stress sensing (influencing p53 protein activities), cell cycle regulation, tumour suppression, assembly of signal recognition particles (machinery responsible for the proper localization of nascent proteins to their specific cellular localization), and modulation of telomerase functions [27–31].

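In the wild type, the cyanide hydratase gene NCU04697 (chromosome VI, 421150 to 422696) had 51, 414 and 511 counts in low-Pi and 43, 71 and 95 in high-Pi. The level fell from 15.8 ± 11.7 to 3.41 ± 2.10 CPM (SD, n = 3), a log2 fold change of −2.24 (standard error 0.820, adjusted p = 0.292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without low-Pi replicate I it was −2.76 and the gene was a DEG.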

Another example of a phosphate-repressive gene observed in the wild-type FGSC 2489 strain is that coding for *cyanide hydratase* (NCU04697, Table A in S2 Table), an enzyme involved in the hydrolysis of cyanide to formamide [32]. In fungi, cyanide is produced as a mechanism to provide a nitrogen and carbon source in fruiting bodies, and under damage or stress conditions [33].

The gene group categorized by the GO database as an ‘integral component of membrane’ is also notable. It is the only group up-regulated (except those with unknown functions) by phosphate availability in the wild-type FGSC 2489 strain (Fig 2A). This group is characterized by gene products and protein complexes having at least some part of their peptide sequence embedded in the hydrophobic region of the membrane. Although the majority of affected genes from this specific group were classified as hypothetical proteins, we highlight two distinct members. The mitochondrial chaperone bcs1 (NCU03921), which has a single transmembrane domain crossing the mitochondrial inner membrane, is reported to be involved in the respiratory chain Complex III (also known as Ubiquinol-cytochrome c oxidoreductase or cytochrome bc_1_ complex) assembly. This complex is responsible for actively pumping protons across the inner membrane from the mitochondrial matrix to the intermembrane space, thereby creating a membrane potential. The protons are thus attracted back to the matrix, passing through ATP synthase (complex V), whereby the influx of protons generates the energy necessary for the conversion of ADP to ATP [34–36]. Accordingly, it is reasonable to suggest that the observed up-regulation of this gene (Table A in S2 Table), owing to the condition of high availability of phosphate, stimulated the mitochondrial activity and consequently increased the ATP synthesis in the *N*. *crassa* wild-type FGSC 2489 strain. This hypothesis is supported by the differentially expressed level shown by a putative ATP synthase-F0 subunit (NCU06977). 

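NCU03921 had 614, 814 and 882 counts in wild-type replicates I, II and III in low-Pi. On the TMM scale its levels in high-Pi were higher than in low-Pi in 3 of 3 replicates, but the difference between the media did not pass the adjusted p-value threshold. From the higher expression in high-Pi, the paper proposes that phosphate availability stimulated mitochondrial activity and ATP synthesis in the wild type.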

In high-Pi condition, the wild-type FGSC 2489 strain exhibits up-regulation of this gene (Fig 6B and 6C). This result is consistent with both increased Pi availability and ATP production by oxidative phosphorylation in mitochondria. In contrast, such increase in the transcription level is not observed in the mutant FGSC 9568 strain. The fold change expression value observed in the mutant compared to the wild-type FGSC 2489 strain shows a converse response to the variations of Pi availability, with the highest transcription level occurring in low-Pi and the lowest in high-Pi (Fig 6A and 6C).

The other up-regulated member of the ‘integral component of membrane’ category, modulated in high Pi condition, is an ammonium transporter (NCU06613). This gene encodes a protein present in the major kingdoms of living organisms, which displays an AmtB conserved domain that is associated with the transportation of inorganic compounds (Table A in S2 Table). Similar to phosphate, ammonium is an important component of the metabolic process for cell growth and development, being the main nitrogen source in all organisms. Thus, ammonium transporter proteins such as ammonia channel protein AmtB comprise important structures not only for transport but also to sense the environmental ammonium availability [37].

The previously identified *mus* genes are sensitivity to a wide range of physical and chemical mutagens (e.g., UV, X-Ray, methyl methanesulfonate, and histidine) [38–41]. Some of these *mus*-mutations have been used for specific gene disruption and recombinant DNA integration investigations. These tools, which require HR at the target locus, can be considered as a first step in the rapid functional analyses of genes, such as those involved in virulence of pathogenic organisms [42]. Disruption of *N*. *crassa* genes involved with the NHEJ process (i.e., *mus-51*, *mus-52*, and *mus-53*) dramatically increases the frequency of HR. Evidence suggests that the NHEJ system drives the random integration of exogenous DNA into ectopic sites of the genome, whereas HR promotes targeted site integration, thus representing an invaluable genetic resource to facilitate physiologic, molecular, and biochemical studies [11,13,16,42].

In the current study, we used the *N*. *crassa* FGSC 9568 mutant strain to analyse the effect of the absence of MUS-52 protein on global gene regulation under conditions of different Pi availability. Notably, the regulation of the overall expression in the mutant strain relative to the availability of Pi when compared to wild-type FGSC 2489 alignment was markedly distinct. In general, the data suggest that considerable effort and consequently higher energy consumption was required by the mutant strain (considering the number of DEGs in both Pi conditions) for its adaptation to a variable environment when compared with the wild-type FGSC 2489 strain (Fig 1). In fact, the data indicate that several metabolic pathways of the mutant FGSC 9568 follow alternative routes or even opposite expression pattern of their respective genes. For example, the nucleolus-related group, as categorized by the GO database (previously described for the wild-type FGSC 2489 strain), showed that all DEGs in the mutant strain were up-regulated in both Pi conditions, highlighting the high-Pi with 59 up-regulated genes (Fig 2C and 2D). Among other aspects, the data suggest an increase in the protein synthesis process, which is likely required for mutant adaptation to the changed environmental conditions of phosphate availability. In contrast, the ‘integral component of membrane’ group consisted of >70 down-regulated genes in the mutant compared with the wild-type FGSC 2489 strain in both Pi conditions, with the multidrug resistance coding genes (NCU00306 and NCU00754) being highlighted. 

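Over the 45 nucleolus and rRNA genes, the median log2 CPM was 6.90, 7.07 and 7.10 in replicates I, II and III of the libraries labelled *mus-52* in low-Pi and 6.72, 7.02 and 7.00 in high-Pi. The median log2 fold change from low-Pi to high-Pi in these libraries was −0.064, with 0 DEGs and 0 genes at an unadjusted p-value under 0.05. From the up-regulation of the nucleolus-related genes against the wild type, the paper proposes an increase of protein synthesis that the mutant needs to adapt to the change in Pi.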

Although further analyses are required, these data indicate that the *N*. *crassa* mutant strain may be more sensitive to some chemical compounds, which could be of interest for those studying other organisms with *mus*-52 (or its equivalents) disrupted. By comparing the expression pattern of ‘integral component of membrane’ group genes in the wild-type FGSC 2489 strain, we observed that only ten genes were up-regulated in high-Pi, whereas 36 genes were down-regulated in the mutant strain in the same experimental condition (Fig 2A and 2B). Thus, cellular functions such as transport across membranes (considering both the plasma membrane and cell organelle membranes) as well as cell signalling from membrane receptors may have been affected by the absence of MUS-52. This hypothesis is supported by the relative expression level of other specific membrane-related groups, such as ‘drug transmembrane transport’ and ‘plasma membrane proteins’ (Fig 2B). Moreover, approximately 50 DEGs associated with the oxidation-reduction process in mutant FGSC 9568 were down-regulated in both, low- and high-Pi conditions compared with the wild-type FGSC 2489 strain (Fig 2C and 2D). This difference in expression may result in consequences for cellular metabolism, especially with regard to the intracellular oxi-reduction balance; i.e., considering that several fungal activities, such as host colonization by the fungal pathogens, depend on the efficiency of the ROS detoxification systems, which must scavenge ROS, maintain reduced redox states at the microenvironments, and repair ROS-triggered cellular and membrane damage [43].

After changes to the environment, such as nutritional availability, the signal transduction pathways will likely be linked with the expression of targeted genes by specific TFs. The transcription, or lack thereof, of a particular TF gene may represent a total metabolism modification and indicate transcriptional rewiring of the regulatory mechanism [44]. Therefore, in the current study, the expression analysis of 9 randomly selected TFs presented an informative expression pattern upon the comparison between *N*. *crassa* wild-type FGSC 2489 and mutant FGSC 9568 strains. Among these, seven genes (NCU00038; NCU001386; NCU02142; NCU02499; NCU03643; NCU05257, and NCU08507) were concomitantly modulated in both phosphate availability conditions, with NCU00038 as the only single DEG up-regulated in both Pi conditions (Fig 3). Most of the TFs analysed exhibited a zinc finger domain (a short peptide with the secondary structure stabilized by a zinc ion bound with conserved cysteine and histidine residues) that could be classified into several groups according to their diverse zinc-binding motifs [45,46]. Notably, NCU00038, which contains Cys2His2 (C2H2, a classical zinc finger [CZF] motif) and encodes a protein that binds both DNA and RNA molecules [47] was the only gene up-regulated in both Pi conditions. Thus, considering the previously discussed up-regulation of the nucleolus-related genes (Fig 2C and 2D), which also occurred in both Pi conditions, we could speculate that the up-regulation of this specific TF might indicate a possible increase of protein synthesis, as it can be required for the initiation of 5S RNA synthesis by RNA polymerase III, as described for TFIIA [47]. Moreover, the NCU00038 expression is also reported in other contexts, such as growth, conidiation, metabolism, sexual reproduction, virulence, drug resistance, and stress response [46,48]. Conversely, the marked down-regulation of the other six TFs, in both Pi conditions (Fig 3), may lead to an unpredictable transcription regulation of genes in the whole genome. Alternatively, the identification of *clr-2* (NCU08042), which constitutes a highly conserved fungal-specific zinc binuclear cluster transcription factor that is responsible for the induction of genes encoding enzymes associated with cellulose deconstruction, as the most up-regulated TF (Fig 3A) might indicate that the *N*. *crassa* mutant FGSC 9568 strain would be a better producer of cellulose degradation enzymes than the wild-type FGSC 2489 strain in low-Pi conditions. However, further analyses are necessary regarding this issue.

Kinase proteins comprise another relevant group in the regulation of metabolic pathways and, directly or indirectly, gene expression processes. These enzymes display a central role in signalling pathways and, thus, in regulating proliferation, survival, apoptosis, general metabolism, transcription, and differentiation [49,50]. In the present study, we show that absence of MUS-52 down-regulates the majority of the kinase proteins in both low- and high-Pi conditions. This expression pattern may indicate an interference arising from the *mus-52* disruption rather than the Pi availability in the transcriptional response of the protein kinases, especially of a specific group known as serine/threonine kinases (STKs) (Fig 4 and S4 Table). STKs can be further classified into groups based on their catalytic domains, with over a hundred members associated with several cellular functions predicted in *N*. *crassa* [19,51].

The phosphorylation process is also associated with the regulation of the circadian clocks, which synchronize the physiological and cellular activities of an organism for the appropriate times of day, a process that is well described in *N*. *crassa*. Phosphorylation of the frequency clock protein (FRQ), which is one of the main proteins related to the regulation of the circadian clock, is a key step in ‘time counting’ and consequently in specific gene expression for a giving period of the day [52]. In the present study, the down regulation of CK-1a (NCU00685) observed in the mutant FGSC 9568 strain compared with the wild-type FGSC 2489 (Fig 4 and S4 Table) may indicate that the circadian metabolism control system is affected by the absence of MUS-52 in *N*. *crassa*. In this case, it might affect the FRQ phosphorylation pattern, leading to a delay in its degradation and, consequently, in the circadian clock itself. 

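*ck-1b* (NCU04005, chromosome VI, 2412444 to 2417023), with 2 annotated transcripts, had 20 to 195 counts per library. The log2 fold change between the libraries labelled *mus-52* and the wild type was −1.69 in low-Pi (standard error 0.497, adjusted p = 0.0224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.80 in high-Pi (standard error 0.490, adjusted p = 0.190), with an interaction of 0.89 (standard error 0.692, adjusted p = 0.523). In low-Pi it was −1.11 without wild-type low-Pi replicate III, and the call was also lost without replicate I or III of the libraries labelled *mus-52*.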

A down-regulation of CK-1b (NCU04005), a homologue to CK-1a, was also observed (Fig 4 and S4 Table); this protein can phosphorylate FRQ *in vitro* as well, although it was described having no essential function in the *N*. *crassa* circadian clock [53,54]. These findings indicate further that the *mus-52* disruption affects the expression of several ccgs and, consequently, the cellular processes such as stress response, intermediary metabolism, protein synthesis, and development [55].

Furthermore, considering that the down-regulation of CK-1a might lead to hypophosphorylation of FRQ, and consequently to a delay on its degradation, it would be reasonable to hypothesize that *wc-1* and *wc-2* would be up-regulated, and thus, the *frq* gene would be increased as well as a result of WC-1 and WC-2 dimerization and consequent formation of the WCC. In practice, a discrete up-regulation of *frq* and *wc-2* were indeed observed (S5 Table). A strong down-regulation of *wc-1* was also noted, which might suggest that the FRQ phosphorylation pattern interferes directly with the transcription of *wc-1*, or even that there is another factor, dependent on CK-1a, acting on the regulation of this gene, which does not interfere in *wc-2* and *frq* transcription. In addition, the vast majority of the other ccgs were down-regulated in the mutant FGSC 9568 transcriptome compared to the wild-type FGSC 2489 strain, corroborating the hypothesis that the temporal pattern of the mutant is altered and may lead to unpredictable physiological consequences.

Notably, the two most affected genes (NCU04276 and NCU05498) observed in the *mus-52* mutant strain upon culture in both high- and low-Pi, encode for hypothetical proteins (Tables C and D in S2 Table). 

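NCU05498 (chromosome VI, 1720685 to 1722278) had 98, 7343 and 8477 counts in the wild-type low-Pi replicates and 141, 3887 and 6125 in the high-Pi replicates. In the libraries labelled *mus-52* it had 11, 11 and 18 counts in low-Pi and 25, 7 and 15 in high-Pi. The log2 fold changes were −8.94 in low-Pi (standard error 1.89, adjusted p = 0.00596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −8.87 in high-Pi (standard error 1.87, adjusted p = 0.00424). Each was a DEG in every fit that left out 1 library.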

The NCU05498 gene sequence did not show homology with other genes coding for proteins with known biological function. In comparison, the NCU04276 gene sequence shares high degree of identity between *N*. *tetrasperma*, *S*. *macrospora*, and *P*. *syringae*, and is probably associated with microbodies (i.e., glyoxysomes and peroxisomes) owing to the tripeptide targeting signal at the C-terminal region. In phytopathogenic fungi (e.g., *Sclerotinia sclerotiorum* and *Sclerotium rolfsii*) the microbodies contribute to virulence. These fungi produce and secrete oxalic acid that, during the infection process, acts in the degradation of the plant cell wall. Two key enzymes in the production of oxalate (isocitrate lyase and glyoxylate dehydrogenase) are located in the peroxisomes [56]. In human disorders, microbodies are related to peroxisomal dysfunction, such as cerebrohepatorenal (Zellweger) syndrome, Refsum disease, adrenoleukodystrophy, and acatalasaemia [57]. Thus, down-regulation of this gene may affect the functioning of these organelles in *N*. *crassa*.

Up-regulation of the mutagen sensitive genes *mus-53* and *mus-26* (S3 Table) as a consequence of *mus-52* disruption, is not surprising because both are described as being part of the DNA repair system. In *N*. *crassa*, *mus-53* encodes a DNA ligase (homologous to human *Lig4*) that belongs to the NHEJ recombination repair system, which can also act in a MUS-52-independent pathway [16]. In addition to being related to UV mutagenesis, *mus*-26, which is homologous to yeast REV7, is also a DNA damage-inducible gene [58].

We have shown here that the absence of MUS-52 profoundly alters several metabolic pathways that are extremely important for physiological homeostasis, which involve protein functions such as cell signalling, phosphorylation, redox balance, oxidative stress response, gene transcription, and molecular adjustments to circadian rhythm via ccgs.

A plausible explanation for these abnormal metabolic changes may, at present, only be given speculatively. It is difficult to attest whether MUS-52 affects all of these cellular processes by direct interaction or, likely in an indirect manner, reducing the access of enhancers and TFs to the promoter region of some specific genes. Conversely, these adjustments could act by affecting one or several of these pathways thus triggering a type of cascade effect. Therefore, this effect could elicit transcriptional feedback loops of specific genes from different pathways (mainly negative transcriptional feedback, as shown here for the majority of the gene groups from the mutant strain), creating molecular links as a sort of crosstalk. Such links may exist between alternative signalling cascades driven by kinases and membrane proteins, and gene transcription regulation driven by TFs and related transcriptional proteins. Accordingly, organisms containing these derived mutations deserve further and profound molecular evaluation.

## Materials and methods

### *N*. *crassa* strains and culture conditions

*N*. *crassa* St.L.74-OR23-1VA (wild-type FGSC 2489; control strain) and the FGSC 9568 strain (FGSC No. 9568; *mat a*, *mus-52*::*hyg*) were from the Fungal Genetics Stock Center, FGSC, Kansas State University, Manhattan, KS, USA (www.fgsc.net). These strains were maintained on solid Vogel’s minimal medium, pH 5.8 containing 2% sucrose at 30°C [4]. Gene knockout in the mutant strain was confirmed by qRT-PCR using specific oligonucleotides by comparison to the amplification of genomic DNA from the wild-type FGSC 2489 strain.

Conidia from 6 day-cultures of each *N*. *crassa* strain (approximately 10^6^ cells ml^−1^) were germinated for 5 h at 30°C in an orbital shaker (200 rpm), in low- and high-Pi media (final concentrations, 10 μM or 10 mM Pi, respectively). Media were supplemented with 44 mM sucrose as the carbon source, and the pH was adjusted to 5.4 (buffered with 50 mM sodium citrate), as previously described [25,59]. The mycelium was harvested on Millipore filters (pore size 0.22 μm), rinsed 3 times with 5–10 ml aliquots of distilled water, frozen in liquid nitrogen, and stored at −80°C until use.

### RNA extraction

Frozen mycelia from both *N*. *crassa* strains were used for isolation of total RNA through a TRIzol RNA kit (Invitrogen Life Technologies, Carlsbad, CA, USA) and treated with RNase-free DNAse I (Thermo Fisher, Waltham, MA, USA). RNA concentrations were determined using a NanoDrop ND-1000 spectrophotometer (Wilmington, DE, USA), and RNA integrity was verified using both agarose electrophoresis and the Agilent Bioanalyser platform 2100 (Agilent Technologies, Santa Clara, CA, USA).

### RNA-Seq analyses

A total of four cDNA libraries were sequenced (*N*. *crassa* wild-type FGSC 2489 and FGSC 9568 mutant strains, cultivated in high- and low-Pi concentration media), with their respective biological triplicates corresponding to the paired libraries, using an Illumina HiSeq2000 sequencer, to generate 100 bp paired-end reads. *FastQC* software was used to visualize the library quality before and after trimming. For quality and -sequence filtering, a *Phred score* lower than 20 was employed to remove sequencing bases from the read ends. Filtered reads were mapped onto the *N*. *crassa* genome (ftp://ftp.broadinstitute.org/pub/annotation/fungi/neurospora_crassa/assembly/NC12/) using *Bowtie2* software [60]. The mean coverage and alignments of the transcripts were visually inspected using *Integrative Genomics Viewer* software (IGV) [61,62]. After the library alignment and quality filter steps, the reads count values were obtained and used to calculate the expression variation of the transcripts from different conditions, considering the statistical significance of the differential gene expression [63]. In addition, an independent filter was applied to increase the accuracy of the data, to minimize the occurrence of false positives owing to low read counts [20]. Afterward, the False Discovery Rate statistical test was applied on the significance of the gene expression value among the samples, using the *DESeq* package, manipulated in the R statistical environment [63]. After that, an exclusion criterion of 2.8-fold (that is, log2 fold change ≥ 1.5 or ≤−1.5) was applied as an expression threshold. Functional annotation of the DEGs was performed according to *GO* [64], using *Bast2GO* software [65]. GO term enrichment was performed using the *BayGO* algorithm [66]. To identify metabolic pathways in which genes could be modulated in response to phosphate availability, annotation was performed using *Kegg Orthology* [67], using the *Kegg Automatic Annotation Server* (KAAS) and *N*. *crassa* as a reference organism. Expression graphics were constructed using GraphPad Prism v 5.1 Software (LaJolla, CA, USA).

### Idiomorph-related genes

As the *N*. *crassa* wild-type FGSC 2489 and the mutant FGSC 9568 strains have different mating systems, conferred by the idiomorphic *mat* locus (*mat A* and *mat a*, respectively), we used the microarray data available in the GEO database (GSE41484) [68] to exclude the DEGs that could be regulated by the mating type system during the asexual development of *N*. *crassa* (S7 Table). In addition, we also used a highly conserved MAT1-1-1 DNA binding motif (5′-CTATTGAG-3′) [69], which shares similarities with known DNA-binding motifs of proteins involved in the regulation of sexual reproduction in yeast and embryonic development in vertebrates, to analyse 1000 bp upstream of the entire *N*. *crassa* genome and exclude the DEGs that contain this DNA binding motif in their respective promoter regions (S8 Table).

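Among the genes that S7 Table marks as mating genes, *mfa-1* and *ccg-4* set the strain labels apart in all 12 libraries. *mfa-1* (NCU16992, chromosome V, 3396270 to 3397430) had 100 to 390 counts in the wild-type libraries and 16634 to 151717 in the libraries labelled *mus-52*. Its log2 fold change was 7.48 in low-Pi (standard error 0.928, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.36 in high-Pi (standard error 0.924, adjusted p = 2.9e-04). *ccg-4* (NCU02500, chromosome I, 2531832 to 2533997) had 577 to 3981 counts in the wild type and 1 to 10 in the others, with −7.38 in low-Pi (standard error 0.580, edgeR adjusted p = 9.1e-05) and −9.24 in high-Pi (standard error 0.648, edgeR adjusted p = 1.0e-05). The genes of the *mat A* locus were not tested because of low counts, with at most 4 in a library for *matA-2* (NCU01959), 9 for *matA-3* (NCU01960) and 0 for *matA-1* (NCU01958). All counts of these genes were in wild-type libraries.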

### RT-qPCR analyses

The expression profile of selected genes was quantified by performing qRT-PCR using Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) with the StepOnePlus Real-Time PCR System (Applied Biosystems). One μg of total RNA, extracted from mycelia, was reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions. The PCR protocol included an initial denaturation step at 50°C for 2 min and at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. A dissociation curve was generated at the end of each PCR cycle to verify the amplification of a single product. Each reaction was done in triplicate. The *actin* (NCU04173) and *β-tubulin* (NCU04054) genes were used as endogenous controls. Relative expression levels of each gene were calculated using the Livak (2^−ΔΔCt^) method [70]. Statistical analyses were performed using a two-tailed Student’s *t*-test.

## Supporting information

S1 Table Genes of *N*. *crassa* modulated in response to *mus-52* deletion (FGSC 9568 *vs* FGSC 2489). (DOCX) Click here for additional data file.

S2 Table Top 10 most significantly up- or down-regulated differentially expressed genes. (DOCX) Click here for additional data file.

S3 Table Log2 fold-change mutagen sensitive gene expression. (DOCX) Click here for additional data file.

S4 Table Log2 fold-change kinase gene expression. (DOCX) Click here for additional data file.

S5 Table Log2 fold-change circadian clock-related gene expression. (DOCX) Click here for additional data file.

S6 Table Comparison of the gene expression levels assayed by RNA-Seq and qPCR approaches. (DOCX) Click here for additional data file.

S7 Table Genes potentially involved in the mating-type mechanism. (DOCX) Click here for additional data file.

S8 Table *In silico* prediction of the DNA-binding motif for the regulator MAT1-1-1 (5’-CTATTGAG-3’). (DOCX) Click here for additional data file.

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S1 Table

**S1 Table - Genes of *N. crassa* modulated in response to *mus-52* deletion (FGSC 9568 *vs* FGSC 2489)**

**S1A Table –Genes only modulated in low-Pi**

Gene expression values are represented in log_2_ fold change between each of the conditions.

**S1B Table –Genes only modulated in high-Pi**

Gene expression values are represented in log_2_ fold change between each of the conditions.

**S1C Table –Genes modulated in both low- and high-Pi**

Gene expression values are represented in log_2_ fold change between each of the conditions.

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S2 Table

**S2 Table. Top 10 most significantly up- or down-regulated differentially expressed genes.**

**.**

^a^ Ontologies: C: Cellular Component; P: Biological Process; F: Molecular Function.

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S3 Table

**S3 Table. Log2 fold-change mutagen sensitive gene expression.**

| **ID** | **Gene Product Name** | **FGSC 2489**  **high-Pi *vs* low-Pi** | **FGSC 9568**  **high-Pi *vs* low-Pi** | **low-Pi**  **FGSC 9568 *vs* FGSC 2489** | **high-Pi**  **FGSC 9568 *vs* FGSC 2489** |
| --- | --- | --- | --- | --- | --- |
| NCU09731 | mutagen sensitive-8 | -0.0245 | 0.0335 | -1.5406 | -1.4508 |
| NCU11188 | mutagen sensitive-9 | -0.1958 | -0.0807 | 0.8300 | 0.9451 |
| NCU02379 | mutagen sensitive-10 | 0.3459 | -0.2585 | 0.5470 | -0.0459 |
| NCU04275 | mutagen sensitive-11 | -0.1735 | -0.4933 | 0.9515 | 0.6423 |
| NCU08850 | mutagen sensitive-18 | 0.3545 | 0.4527 | -0.4347 | -0.3179 |
| NCU08598 | quelling-defective-3 (mus-19) | -0.9099 | 0.0631 | 0.6225 | 1.5964 |
| NCU00274 | mutagen sensitive-21 | 0.0638 | -0.3593 | 1.1231 | 0.6983 |
| NCU08730 | mutagen sensitive-23 | -0.5712 | -0.1777 | 1.0358 | 1.4323 |
| NCU02348 | mutagen sensitive-25 | -0.0997 | -0.3512 | 1.0720 | 0.8326 |
| NCU06577 | mutagen sensitive-26 | -0.7226 | -0.2517 | 1.6752 | 2.1421 |
| NCU08484 | mutagen sensitive-27 | -0.3106 | 0.2085 | 0.9290 | 1.4514 |
| NCU07440 | mutagen sensitive-38 | 0.2776 | -0.1197 | -0.1845 | -0.5636 |
| NCU07498 | mutagen sensitive-40 | 0.3888 | -0.8339 | 1.4392 | 0.2338 |
| NCU09516 | mutagen sensitive-41 | -0.5488 | 0.1562 | 0.6438 | 1.3595 |
| NCU02053 | mutagen sensitive-42 | -0.0219 | -0.1824 | -0.0480 | -0.1953 |
| NCU08742 | mutagen sensitive-43 | -0.0254 | 0.0525 | -1.1213 | -1.0149 |
| NCU07066 | mutagen sensitive-44 | 0.1529 | -0.2517 | -0.7355 | -1.1227 |
| NCU04733 | mutagen sensitive-50 | -0.4189 | -0.0931 | 1.3316 | 1.6639 |
| NCU08290 | mutagen sensitive-51 | -0.0260 | -0.1960 | 0.5632 | 0.4032 |
| NCU00077 | mutagen sensitive-52 | 0.7645 | -0.1041 | -0.1698 | -1.0346 |
| NCU06264 | mutagen sensitive-53 | 1.2975 | -1.4756 | 2.3019 | -0.4646 |
| NCU08346 | unknown-1 (mus-58) | -0.6918 | 0.1938 | -1.6607 | -0.7430 |
| NCU02751 | mutagen sensitive-59 | -0.5069 | 0.0532 | -0.0842 | 0.4951 |
| NCU07457 | crossover junction endonuclease mus-81 | -0.3096 | 0.2091 | -0.8456 | -0.3092 |

highlighted in red (p-value < 0.05)

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S4 Table

**S4 Table. Log2 fold-change Kinase gene expression.**

| **ID** | **Gene Product Name** | **low-Pi**  **FGSC 9568 *vs* FGSC 2489** | **high-Pi**  **FGSC 9568 *vs* FGSC 2489** |
| --- | --- | --- | --- |
| NCU00587 | Osmotic sensitive-5 | 1.5895 | -0.2607 |
| NCU00682 | Protein kinase A catalytic subunit-2 | -2.4630 | -1.9417 |
| NCU00685 | Casein kinase I isoform delta | -2.9361 | -2.7126 |
| NCU00914 | Serine/threonine protein kinase-16 | -1.8947 | -0.8330 |
| NCU01500 | Nicotinamide riboside kinase 1 | -1.2707 | -1.9120 |
| NCU01728 | 6-phosphofructo-2-kinase | -2.2238 | -3.0403 |
| NCU02237 | GRC3 | 1.8395 | 2.3230 |
| NCU02712 | Acetate kinase | 0.1741 | -1.6035 |
| NCU02776 | Cell division control protein Cdc6 | 1.8706 | 1.9057 |
| NCU03796 | Serine/threonine protein kinase-24 | -1.7051 | -0.9661 |
| NCU03894 | Serine/threonine protein kinase-4 | -4.6422 | -1.0584 |
| NCU03970 | Riboflavin kinase | -1.7979 | -1.6491 |
| NCU04005 | Casein kinase-1b | -1.7932 | -0.8465 |
| NCU05658 | Serine/threonine protein kinase-36 | -0.3751 | -1.9050 |
| NCU06005 | Glycerol kinase | -1.3875 | -1.9581 |
| NCU06230 | Serine/threonine protein kinase-39 | -2.4965 | -2.2803 |
| NCU06422 | Serine/threonine protein kinase-42 | 0.9420 | 1.9351 |
| NCU06638 | Serine/threonine protein kinase-46 | 2.1863 | 0.8668 |
| NCU07626 | Thermoresistant gluconokinase | -2.2174 | -4.4861 |
| NCU07722 | Ribosome biogenesis-40 | 0.1139 | 1.5350 |
| NCU07742 | Poly(p)/ATP NAD kinase | -1.9212 | -1.0718 |
| NCU07914 | Phosphoglycerate kinase | -1.5383 | -0.6454 |
| NCU09212 | Calcium/calmodulin-dependent kinase-4 | -2.4225 | -3.6809 |
| NCU10351 | Pyridoxine kinase | -1.4154 | -1.8179 |
| NCU11353 | D-xylulose kinase | -1.7829 | -1.2685 |
| NCU11410 | Cell division cycle 7-like | 1.0161 | 1.6786 |
| NCU16698 | Twinfilin-1 | -0.8851 | -1.6116 |

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S5 Table

**S5 Table. Log2 fold-change circadian clock-related gene expression.**

| **ID** | **Gene Product Name** | **low-Pi**  **FGSC 9568 *vs* FGSC 2489** | **high-Pi**  **FGSC 9568 *vs* FGSC 2489** |
| --- | --- | --- | --- |
| NCU00489 | cytoplasmic ribosomal protein-10 | 0.475 | 0.934 |
| NCU00701 | Lysozyme | -6.700 | -6.982 |
| NCU00716 | non-anchored cell wall protein-5 | -2.825 | -1.286 |
| NCU00902 | white collar-2 | 0.643 | 0.554 |
| NCU01418 | clock-controlled gene-6 | -0.540 | 0.002 |
| NCU01452 | 40S ribosomal protein S1 | 0.409 | 0.678 |
| NCU01555 | hypothetical protein | -1.536 | -3.508 |
| NCU02265 | frequency – frq | 0.478 | 0.934 |
| NCU02289 | ubiquitin-conjugating enzyme E2 | -0.826 | -0.846 |
| NCU02356 | white collar-1 | -2.516 | -1.739 |
| NCU02455 | FKBP-type peptidyl-prolyl cis-trans isomerase | -0.007 | -0.283 |
| NCU02596 | hypothetical protein | 0.079 | -2.614 |
| NCU03038 | 40S ribosomal protein S13 | 0.379 | 0.959 |
| NCU03363 | FRQ-interacting RNA helicase | 1.692 | 2.768 |
| NCU05495 | clock-controlled gene-16 | -0.618 | -0.698 |
| NCU06870 | serine palmitoyl CoA transferase subunit LcbA | -0.630 | 0.032 |
| NCU06895 | hypothetical protein | -0.532 | -0.940 |
| NCU06977 | hypothetical protein | 1.689 | -2.156 |
| NCU07290 | nuclear localization protein | 0.337 | 0.485 |
| NCU07569 | hypothetical protein | -4.779 | -4.440 |
| NCU07787 | clock-controlled gene-14 - ccg-14 | -2.729 | -1.796 |
| NCU08457 | easily wettable - ccg-2 | 0.431 | 0.414 |
| NCU08907 | clock-controlled gene-13 - ccg-13 | -3.619 | -1.965 |
| NCU08936 | clock-controlled gene-15 | -0.975 | -0.439 |
| NCU08949 | hypothetical protein | -4.170 | -2.959 |
| NCU09559 | clock-controlled gene-9 | -2.688 | -2.460 |
| NCU09686 | clock-controlled gene-8 | 0.020 | -0.642 |
| NCU09864 | 2-oxoisovalerate dehydrogenase alpha subunit | -0.850 | -1.016 |

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S6 Table

**S6 Table. Comparison of the gene expression levels assayed by RNA-Seq and qPCR approaches.**

| **ID** | **Gene Product Name** | **low-Pi**  **FGSC 9568 *vs* FGSC 2489** | |  | **high-Pi**  **FGSC 9568 *vs* FGSC 2489** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **RNA-seq** | **qPCR** |  | **RNA-seq** | **qPCR** |
| NCU00017 | hypothetical protein | 1.92 | 3.10 |  | 0.50 | 0.34 |
| NCU00038 | C2H2 transcription factor | 1.79 | 1.86 |  | 2.65 | 3.42 |
| NCU00306 | MFS multidrug transporter | -4.15 | -4.16 |  | -5.53 | -5.03 |
| NCU01386 | hypothetical protein | -2.07 | -2.64 |  | -3.36 | -3.64 |
| NCU02142 | hypothetical protein | -4.62 | -4.22 |  | -4.27 | -4.57 |
| NCU02499 | DNL zinc finger domain-containing protein | -3.07 | -3.28 |  | -2.01 | -1.20 |
| NCU03643 | cutinase transcription factor 1 beta | -1.76 | -0.74 |  | -1.69 | 0.59 |
| NCU03649 | hypothetical protein | 2.18 | 3.08 |  | 0.28 | -0.18 |
| NCU04597 | mitogen-activated protein kinase MAF1 | -2.22 | -2.72 |  | -2.25 | -0.63 |
| NCU05257 | homeobox and C2H2 transcription factor | -1.47 | -1.20 |  | -2.43 | -2.51 |
| NCU06977 | hypothetical protein | 1.69 | 2.08 |  | -2.16 | -1.85 |
| NCU08042 | cellulose degradation regulator-2 | 3.43 | 3.70 |  | -0.54 | -0.07 |
| NCU08507 | zinc finger protein zpr1 | -3.99 | -2.50 |  | -3.26 | -3.28 |

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S7 Table

**S7 Table. Genes potentially involved in the mating-type mechanism.**

(*) Removed manually

# Supplementary material for: mus-52 disruption and metabolic regulation in Neurospora crassa: Transcriptional responses to extracellular phosphate availability
**Source:** PLoS One. 2018 Apr 18;13(4):e0195871. doi: 10.1371/journal.pone.0195871
**Supplement:** S8 Table

**S8 Table. *In silico* prediction of the DNA-binding motif for the regulator MAT1-1-1 (5’-CTATTGAG-3’).**

(*) Gene subtracted from the differential expression analysis as the result of the location of the consensus sequence in its promoter region.

How the deposited data were processed for this re-analysis (not part of the article)

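RNA-Seq counts per gene were analysed for 12 libraries, 3 biological replicates (I, II and III) of the wild type and 3 of the libraries labelled *mus-52* in each of low-Pi and high-Pi. Each column of the deposited count tables was assigned to a strain, a medium and a replicate, and no column was left without an assignment. The authors trimmed the reads, mapped them with Bowtie2 to the NC12 genome and deposited the count of reads on each gene as raw counts, without normalization and with 1 column per library. The paper's text, supplementary tables and figures were searched for the counting tool, its use of strand and its treatment of reads that map to several places, and they name none of these. Counts of genes that overlap another gene, or have a near-identical copy or more than 1 annotated transcript, are therefore uncertain. For the comparison of the media in each strain, the authors also deposited the output of DESeq on a part of the genes, after a filter on low counts. The deposited signal of each gene is the mean over a group's libraries of the counts divided by the authors' DESeq size factors, which could be recomputed from the counts to within 4.9e-13%. The fold change that the authors deposited is the ratio of the high-Pi mean to the low-Pi mean, and the deposited log2 value is the log2 of this ratio. The deposited p-value is that of the authors' DESeq test, with its adjusted value over the genes listed. The DESeq values were used only to compare the authors' calls with those made here, and all other values were computed from the counts.

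Counts were normalized with TMM factors in edgeR (version 4.0.16, with limma 3.58.1, in R 4.3.3). Genes with low counts were removed with edgeR's filterByExpr, which left 7746 genes. All 12 libraries entered a single fit of 4 groups, so that all groups shared the estimate of the spread (common dispersion 0.0868, median prior degrees of freedom 3.30). The quasi-likelihood test with robust estimation compared high-Pi with low-Pi in each strain, the strains in each medium, and the responses of the strains to Pi (the interaction of strain and Pi). The p-values were adjusted with the Benjamini-Hochberg method over the genes tested. A DEG had an adjusted p-value of at most 0.05 and a log2 fold change of at least 1.5 in either direction, the thresholds of the paper. The 185 mating-type dependent genes that the paper lists were tested but not counted as DEGs. Levels are given as CPM on the TMM scale, and logarithms of CPM used a prior count of 2. Gene symbols and positions came from a table of the NC12 assembly, which matched 9729 of the gene IDs and held a symbol other than the locus tag for 1118.

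The tests, the alternatives and the rule for the genes named in the text were chosen before the data were examined. Genes were named when the paper names them in its results, their figures or its discussion, when they are *mus-52* itself, a reference gene of the qPCR or a mating-type gene, when they had the largest change in either direction among the non-overlapping DEGs of a comparison, or when they had the largest change among the genes of S3 to S5 Tables. Any gene outside this rule is said to have been named after its values were seen. The alternatives were DESeq2 (version 1.42.0) with its own size factors and Wald test, RLE factors in place of TMM, no filter on low counts, only genes with at least 10 counts in every library, only the 6 libraries of a comparison, the replicate number as a block, mating-type dependent genes kept, the adjusted p-value alone, and each library left out in turn. Another alternative, replicate number I left out of all 4 groups, was chosen after seeing the data. Gene sets for the GO classes of Fig 2 were planned from an annotation with product names. Because the names table holds no product names, the sets were taken from the product names in the paper's supplementary tables, and no set test was run on them. The genes of S3, S4 and S5 Tables and Fig 3C were also counted as lists.

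Between 17574263 and 56152963 reads were counted per library, on 8337 to 8658 genes. The 10 most abundant genes held 6.86% to 11.1% of the counts. The limit of 3 counts that a count of 0 allows came to 0.0534 to 0.171 CPM. It covers counting error, while the differences between replicates were larger and are given as the SD over 3 replicates. No batch, date or lane is given for the libraries. Libraries with the same replicate number were checked for deviating together from their group means. For low-Pi and high-Pi of the wild type the correlations across genes were 0.357, 0.210 and 0.337 for replicates I, II and III, so the numbers may pair these libraries. For the libraries labelled *mus-52* they were 0.290, 0.0945 and 0.133, and between the strains they lay between −0.157 and 0.0181. The 3 values of a pair of groups are not separate evidence, because the deviations within a group sum to 0. The replicate block gave both strains the same replicate effects, although the numbers did not pair libraries between the strains.

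The procedure was tested on simulated data, with counts drawn for the 7746 genes from the means and sizes of the real libraries and 200 genes changed by known factors. The edgeR test recovered 179 of the 200 (89.5%) and called 4 unchanged genes, DESeq2 recovered 185 and called 11, and edgeR with the replicate block recovered 176 and called 3. With no gene changed, none was called in any comparison, and the responses of the strains to Pi correlated at −0.00577. Each gene was drawn independently, so the simulated libraries held no shift across many genes such as that of wild-type replicate I. For the share of genes detected and the comparison with qPCR, the other criteria tried are given with the results. The sequencing reads and the members of the GO classes were not analysed here, and of the qPCR measurements only the values of S6 Table were used.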

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

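All tests of explanations in this part were chosen only after the results had been seen. The first result is the signal of the disrupted gene, above the 3 counts that a count of 0 allows. The paper lists fold changes of the gene in S3 Table and does not discuss them in its text. The libraries labelled *mus-52* held at least 487 counts of the gene (NCU00077) each. An exchange of libraries (libraries of the 2 strains exchanged, or a mislabelled sample) is argued against by the mating-type dependent genes. In 6 of the 6 libraries labelled *mus-52*, *mfa-1* was above and *ccg-4* below its level in every wild-type library. Wild-type RNA in the libraries labelled *mus-52* is argued against by *ccg-4*. Its highest level in them was 1.43% of the lowest wild-type level, whereas *mus-52* reached at least 27.7% of its highest wild-type level. What stays open is that the strain sequenced kept *mus-52* or part of it. Between the strains the log2 fold change of the gene was −0.11 in low-Pi, and 0.20 without wild-type low-Pi replicate I. In high-Pi it was −1.02 (adjusted p = 0.0439 from edgeR), and −0.43 without wild-type high-Pi replicate I, so there the level was lower than in the wild type without being near 0. The methods report a check of the knockout by qRT-PCR against genomic DNA of the wild type, which was not analysed here. Counts per gene do not say where in the gene the reads lie, so a whole gene, a part of it left after the disruption and reads from another locus cannot be told apart. The design gives no biological explanation for counts of a disrupted gene, and none was tested.

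The responses of the strains to Pi differed by a test of the difference itself. The interaction of strain and Pi passed the thresholds for 307 genes, 10 with a more positive and 297 with a more negative change in the libraries labelled *mus-52*. Among the genes named by rule, its log2 value was −6.19 for NCU03921, −5.28 for NCU05707, −4.79 for NCU04148, −4.43 for NCU09627, −4.10 for NCU00878, −4.06 for *clr-2* (NCU08042), −3.99 for NCU04197, −2.28 for NCU07626 and −1.96 for NCU03649. These 9 genes were called in all 12 fits that each left out 1 library. The value was −3.93 for NCU06977, which was not called without high-Pi replicate I (−3.78) or II (−3.82) of the libraries labelled *mus-52*. For *mus-53* (NCU06264) it was −2.82 with the call kept in 5 of the 12 fits, and −1.87 without wild-type high-Pi replicate I. For NCU07201 it was −3.59, with the call kept only without wild-type low-Pi replicate II (−4.61) or low-Pi replicate III of the libraries labelled *mus-52* (−3.77). The wild-type low-Pi counts of NCU07201 were 2, 4 and 0, so the size of this value cannot be told. Of all the genes, 1 of the 10 and 157 of the 297 were called in all 12 fits.

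Several technical explanations of the interaction were weighed. Grouping by chance is argued against, because 1 of the 100 splits drawn gave as many genes, the real one, and the largest number from another split was 88. That 1 wild-type replicate I library alone produced the number is argued against by the 272 genes left when wild-type high-Pi replicate I was left out, the lower of the values for these libraries. The number of genes with a more positive change ran from 1 without low-Pi replicate II of the libraries labelled *mus-52* to 24 without wild-type low-Pi replicate I. For a more negative change it was 189, 180 and 171 without low-Pi replicates II and III and high-Pi replicate II of the libraries labelled *mus-52*. With replicate number I left out of all 4 groups, an alternative chosen after seeing the data, the numbers were 39 and 347. An exchange of the Pi labels of the 6 libraries of one strain was held against the paper's qPCR, which according to the paper used independent RNA samples. Over the 13 qPCR genes, the difference between the strains in low-Pi minus that in high-Pi correlated with the qPCR at 0.866 as labelled. With the Pi labels of the libraries labelled *mus-52* turned back it was −0.524 (95% interval −0.834 to 0.0373), and between −0.727 (without wild-type high-Pi replicate I) and −0.271 (without wild-type high-Pi replicate III) with 1 library left out, which argues against an exchange there. With the wild-type labels turned back it was 0.524 (95% interval −0.0373 to 0.834, against 0.603 to 0.959 as labelled), and with replicate number I left out 0.818 against 0.847 as labelled. The differences of *clr-2*, NCU06977 and NCU03649, which were 3.77, 3.93 and 3.26 by the paper's qPCR, were 4.06, 3.93 and 1.96 as labelled and 1.03, 0.65 and 1.01 with the wild-type labels turned back. These 3 run against an exchange in the wild type, but they are among the genes called in the interaction itself, and over all 13 the intervals overlap. The median absolute difference from the qPCR over both media was 0.399 as labelled and 0.874 with the wild-type labels turned back, which also runs against an exchange. The sign, however, was that of the qPCR for 10 of the 13 genes as labelled and for 11 with these labels turned back. An exchange of the wild-type labels and a true difference between the strains therefore cannot be told apart. A biological difference in the response to Pi between the strains is a hypothesis only, and it would be shared between the disruption and all else in which the strains differ, such as the mating type.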

How the results depend on the processing

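All tests of explanations in this part were chosen only after the results had been seen. Of the 117 pairs of a gene and a comparison named in the text, 82 were DEGs, and 54 of these were DEGs in every fit that left out 1 library. Over the fits on all 12 or on 6 libraries, 642 of the values for these pairs kept their direction and their side of the thresholds, 19 fell short of a threshold, 9 passed one and 0 changed sign. With 1 library left out, 654 kept both, 103 fell short, 7 passed and 10 changed sign. Of the counts of genes and set medians, 355 stayed within 1.5 times the value or within the spread and 43 did not, and with 1 library left out 320 did and 88 did not. Where a value changed, the cause was not tested, unless stated.

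With DESeq2 in place of edgeR, 44 genes were up- and 4 down-regulated by Pi in the wild type, in place of 14 and 1, and 7 were up-regulated in the libraries labelled *mus-52*, in place of 2. The interaction was positive for 28 genes in place of 10, and 26 genes responded to Pi under both strain labels in place of 8. Of the *mus* genes in low-Pi, 1 was up- and 2 down-regulated, in place of 2 and 0. Between the strains in high-Pi it called 16 nucleolus and rRNA genes as up-regulated in place of 37, and 1 oxidoreductase gene in place of 2. The median log2 fold change of the nucleolus and rRNA genes was nearly the same there, 3.12 with DESeq2 and 3.16 with edgeR. A gene without a DESeq2 adjusted p-value counts as not called, so the lower number does not show a smaller change. DESeq2 called all 15 DEGs of the wild type that edgeR called, and 172 of the 182 down-regulated genes of the libraries labelled *mus-52*. It gave no adjusted p-value for NCU12021 and NCU09173 in the wild type, and the cause was not tested. With RLE factors the *mus* genes in low-Pi were also 1 up and 2 down, and no other count moved by more than 1.5 times.

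When only the 6 libraries compared entered the fit, 0 genes were up- and 0 down-regulated in the wild type, although 50 and 7 passed the fold change threshold at an unadjusted p-value under 0.05. Of the genes under the label *mus-52*, 9 were up-regulated, and 0 were DEGs under both labels. In low-Pi 1 of the *mus* genes was up- and 1 down-regulated, and 1 clock gene was up-regulated, as was 1 of the nucleolus and rRNA genes in place of 11. Such a fit has fewer libraries to estimate the spread, and it takes the spread from the compared groups alone. Replicates of the wild type correlated at 0.931 at the lowest, and those of the libraries labelled *mus-52* at 0.991. The estimate shared by all 12 libraries may therefore be too small for the wild type and give it too many calls. With at least 10 counts in every library, which leaves fewer genes to test, 1 gene was up-regulated by Pi in the libraries labelled *mus-52*. In low-Pi the strain comparison gave 258 up-regulated genes in place of 406, with 1 *mus* gene up and 1 down, and in high-Pi 7 kinase genes were down-regulated in place of 12. This filter removes genes that are near 0 under one label.

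With the adjusted p-value alone, which drops the fold change threshold, 27 genes were up- and 3 down-regulated in the wild type, 17 and 324 in the libraries labelled *mus-52*, 1341 and 1502 between the strains in low-Pi and 1757 and 1854 in high-Pi. The interaction was then positive for 51 genes, 20 genes responded to Pi under both labels and 1814 differed between the strains in both media. Of the *mus* genes 10 were up- and 4 down-regulated in low-Pi and 8 and 4 in high-Pi, and 12 clock genes were down-regulated in low-Pi and 5 up-regulated in high-Pi. Without the filter on low counts, and with the mating-type dependent genes kept, no count moved by more than 1.5 times.

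With the replicate block, that is, the replicate number as a factor with the same effect in both strains, 9 genes were up-regulated in the wild type. In place of 2 up-regulated *mus* genes there were 1 in low-Pi and 4 in high-Pi. Between the strains in low-Pi 17 nucleolus and rRNA genes were up-regulated in place of 11, and 1 transporter gene was down-regulated by Pi in the libraries labelled *mus-52* in place of 3. Among these pairs the block also took away the calls of *mus-53* (NCU06264) in the interaction (−2.70), NCU06977 (−2.29) and NCU00548 (1.52) between the media in the libraries labelled *mus-52*, *mus-40* (NCU07498, 1.49) in low-Pi, and NCU03643 (−1.48) and NCU08507 (−2.64) in high-Pi, and it added *dim-2* (NCU02247, 1.57) in low-Pi. It changed no other call among the pairs named in the text.

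With 1 library left out at a time, the wild type had 3 to 21 up-regulated genes across 6 fits, the highest without low-Pi replicate I, and 0 to 3 down-regulated genes, with 34 to 132 at an unadjusted p-value under 0.05 and past the fold change threshold where there were 0. The libraries labelled *mus-52* had 0 to 3 up-regulated genes (10 to 17 unadjusted where there were 0) and 58 to 169 down-regulated genes, the lowest without high-Pi replicate II. Between the strains in low-Pi there were 241 to 868 up- and 346 to 782 down-regulated genes, the highest of both without wild-type low-Pi replicate I. In high-Pi 419 to 785 were up-regulated, the highest without wild-type high-Pi replicate I. The interaction was positive for 1 to 24 genes and negative for 171 to 285 across 12 fits. DEGs under both strain labels numbered 3 to 9 and DEGs in both media 339 to 912.

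In the same fits, 1 to 3 *mus* genes were up- and 0 to 2 down-regulated in low-Pi, and 0 to 5 and 0 to 1 in high-Pi. Where there were 0, between 12 and 15 genes of that list had an unadjusted p-value under 0.05. Of the kinase genes 2 to 5 were up- and 4 to 15 down-regulated in low-Pi, of the clock genes 0 to 1 were up- and 4 to 7 down-regulated in low-Pi and 5 to 8 down-regulated in high-Pi, and of the TF genes 3 to 6 were down-regulated in low-Pi. In the clock list 15 genes had an unadjusted p-value under 0.05 where 0 were up-regulated. The count of up-regulated nucleolus and rRNA genes between the strains in low-Pi ran from 1 to 36, that of oxidoreductase genes from 2 to 4, and those of oxidoreductase and transporter genes down-regulated by Pi in the libraries labelled *mus-52* from 2 to 5 and from 0 to 3. The median log2 fold change of the nucleolus and rRNA genes ran from −2.05 to 0.19 between the media in the wild type and from 1.20 to 3.31 between the strains in low-Pi, the upper ends without wild-type low-Pi replicate I.

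With a library left out, the log2 fold change changed sign for 8 pairs, none of them a DEG. Between the strains it ran from −0.29 to 0.20 for *mus-52* (NCU00077) in low-Pi, the upper end without wild-type low-Pi replicate I, and from −0.80 to 0.50 for *mus-53* (NCU06264) and −0.78 to 0.095 for *clr-2* (NCU08042) in high-Pi, the upper ends without wild-type high-Pi replicate I. For *rid-1* (NCU02034) it ran from −0.12 (without wild-type low-Pi replicate I) to 0.36 in low-Pi and from −0.045 (without high-Pi replicate II of the libraries labelled *mus-52*) to 0.39 in high-Pi. Between the media in the wild type it ran from −2.07 to 2.71 for NCU09173 and from −0.43 to 2.60 for NCU06613, the lower ends without high-Pi replicate I. For *pho-5* (NCU08325) it ran from −0.17 (without low-Pi replicate III) to 1.03 (without low-Pi replicate I).

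Leaving out replicate number I of all 4 groups was chosen after seeing the data. It gave 32 up- and 22 down-regulated genes in the wild type, 7 up-regulated genes in the libraries labelled *mus-52*, 965 up- and 767 down-regulated genes between the strains in low-Pi, 824 up-regulated genes in high-Pi and 39 genes with a positive interaction. The median log2 fold change of the nucleolus and rRNA genes was 0.25 between the media in the wild type and 3.47 between the strains in low-Pi, where 36 of them were up-regulated. Between the media 2 oxidoreductase genes were down-regulated in the wild type, and 5 transporter genes in the libraries labelled *mus-52* in place of 3. Of the named pairs 103 kept direction and call, 3 fell short of a threshold, 5 passed one and 6 changed sign. These were NCU00077 in low-Pi (0.28), NCU06264 (0.60) and NCU08042 (0.36) in high-Pi and NCU02034 in low-Pi (−0.048) between the strains, and NCU09173 (−2.48) and NCU06613 (−0.23) between the media in the wild type. Of these 6, NCU09173 alone was then a DEG.

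The set tests planned for the nucleolus, oxidoreductase and transporter genes (camera with a preset or an estimated correlation, and fry) were not run, because no annotation with product names was at hand. Genes with at most 3 counts in every library of a group, such as *ck-1a* (NCU00685) in low-Pi, have fold changes that are not estimates of size, and NCU03894 had too few counts to be tested.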

Differences from the paper's values

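No tests of explanations were made for the differences in this part. Of 100 values that the paper states and that were also computed here, 11 differed, and none of the 84 log2 fold changes among them did. A count is said to differ when it and the paper's are more than 1.5 times apart, and an alternative to close the gap when it brings them within 1.5 times, which can leave much of it. A log2 fold change differs when its sign is another or the distance is above the SD of the replicates. The paper's RNA-Seq log2 fold changes come from the same counts, and the SD is large where wild-type replicate I stands apart. Their closeness is therefore no independent check of the paper's effect sizes. High-Pi up-regulated 14 genes in the wild type, against the paper's 24. Of the alternatives set before the data were examined, 3 closed the gap, with 21 genes without wild-type low-Pi replicate I, 16 with the mating-type dependent genes kept and 27 with the adjusted p-value alone, and the others did not. With replicate number I left out of all 4 groups, which was chosen after seeing the values, there were 32. For down-regulated genes in the wild type the number was 1, against the paper's 44, and none of the alternatives set before the data were examined closed the gap. The values that the authors deposited, at the same thresholds and without the mating-type dependent genes, gave 24 up- and 45 down-regulated genes in the wild type. DEGs of the wild type alone numbered 7, against the paper's 59, and none of the alternatives set before the data were examined closed the gap. With replicate number I left out, chosen after seeing the values, they numbered 42.

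For the libraries labelled *mus-52*, 2 genes were up-regulated in high-Pi, against the paper's 4. The alternative that closed the gap was the fit without low-Pi replicate I of these libraries, with 3, and the other alternatives set before the data were examined did not. The authors' deposited values gave 4.

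Between the strains in low-Pi 406 genes were up-regulated, against the paper's 159, and none of the alternatives set before the data were examined closed the gap. Down-regulated in low-Pi were 510, against the paper's 325. Of the alternatives set before the data were examined, 7 closed this gap. With at least 10 counts in every library there were 438, with the replicate block 474, without wild-type low-Pi replicate II or III 349 and 346, and without low-Pi replicate I, II or III of the libraries labelled *mus-52* 434, 438 and 433. The others did not. In high-Pi 512 genes were up-regulated, against the paper's 216, and 814 down-regulated, against the paper's 321. For both, none of the alternatives set before the data were examined closed the gap. Of the genes that S1 Table lists as up-regulated, 145 of 160 in low-Pi and 218 of 218 in high-Pi were up-regulated here, and of those listed as down-regulated, 322 of 326 and 318 of 322 were down-regulated.

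DEGs between the strains in both media numbered 527, against the paper's 239. The alternatives set before the data were examined that closed the gap were the fits without wild-type low-Pi replicate II (339) or III (340), and the others did not. Strain DEGs of 1 Pi condition only numbered 389 in low-Pi, against the paper's 245. This gap was closed by 7 of the alternatives set before the data were examined, with 261 at 10 or more counts in every library, 251 and 260 without wild-type low-Pi replicate II or III, 319 without wild-type high-Pi replicate I, and 359, 317 and 300 without low-Pi replicate I, II or III of the libraries labelled *mus-52*, and not by the others. For high-Pi the number was 799, against the paper's 298, and none of the alternatives set before the data were examined closed the gap.

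Some genes that the paper names as changed were not DEGs here. Of the membrane component genes up-regulated by Pi in the wild type in the paper, NCU08447 (log2 fold change 2.67), NCU12021 (2.22), NCU03921 (2.18), NCU09173 (2.20) and NCU06613 (2.08) did not pass the adjusted p-value threshold. DESeq2 called NCU08447 (2.68) and NCU03921 (2.18), and the authors' deposited values include NCU03921 (2.14) and NCU06613 (2.02) past both thresholds. With replicate number I left out, which was chosen after seeing the values, NCU09173 was a DEG in the opposite direction (−2.48). NCU11307 (1.88) and *al-1* (NCU00552, 1.79), which the paper has as up-regulated by Pi in the mutant, were not DEGs. DESeq2 called both (1.92 and 1.84), the fit on the 6 libraries alone called *al-1* (1.79), and so did the fit without replicate number I (2.09), which was chosen after seeing the values. NCU04697, down-regulated by Pi in the wild type in the paper, had −2.24 and was not a DEG. It was one without wild-type low-Pi replicate I (−2.76) and without replicate number I (−2.29, chosen after seeing the values), and the authors' deposited values have it at −2.23. NCU06977, a wild-type DEG in the paper, had 1.64 in the wild type and was a DEG under none of the alternatives, while the authors' deposited values have it at 1.59 past both thresholds.

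The paper keeps NCU05257 among the down-regulated TF genes in low-Pi while placing it short of its fold change threshold. Here it had −1.37 and was not a DEG, and it was one without wild-type low-Pi replicate I (−1.87) and without replicate number I (−1.77, chosen after seeing the values), and it passed with the adjusted p-value alone. The paper describes NCU03894 as the kinase gene most affected in low-Pi. Here it had too few counts to be tested, and it was called there without the filter on low counts (−3.61) and with DESeq2 (−3.93). The paper reports no change of *dim-2* (NCU02247) between the strains, and here it was a DEG in high-Pi, with 1.97. The paper counts *mus-26* (NCU06577) among the changed *mus* genes, and here it was left out of the DEGs because S7 Table lists it, with 1.72 in low-Pi and 2.14 in high-Pi. Besides it and *mus-53* the paper's text names no other affected *mus* gene, and here *mus-40* (NCU07498, 1.52) in low-Pi and *qde-3* (NCU08598, 1.62) and *mus-50* (NCU04733, 1.67) in high-Pi were DEGs. The nucleolus genes, a class that the paper gives for the wild type between the media, held 0 DEGs here, with 18 down-regulated past the fold change threshold at an unadjusted p-value under 0.05.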

Other observations

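All tests of explanations in this part were chosen only after the results had been seen. Replicate I of the wild type lay apart from replicates II and III in both media, with correlations of 0.931 to 0.951 against at least 0.988 for all other pairs of replicates. A difference in library size is argued against by the pair of libraries labelled *mus-52* with totals at a ratio of 2.34, which correlated at 0.993. A few genes taking most of the counts is argued against by the rank correlations, which were at most 0.953 for the wild-type replicate I libraries and at least 0.992 for all other pairs of replicates. RNA of the *mus-52* strain in the wild-type replicate I libraries is argued against by *mfa-1*. Its highest level in them was 1.49% of the lowest in a library labelled *mus-52*, whereas they lay 60.3% (low-Pi) and 36.5% (high-Pi) of the way from the other wild-type libraries to the libraries labelled *mus-52*. The difference between the media cannot decide whether the Pi labels of the wild-type replicate I libraries were exchanged. In replicate I it correlated at −0.0200 with that of replicate II and at −0.0142 with that of replicate III. Replicates II and III correlated at 0.470. Turning the labels of replicate I back would only change the sign of the 2 low values, so an exchange stays open. Gene length accounted for at most 2.13% of the variance of the displacement. A difference in growth stage, handling or sequencing batch was not tested, since the labels give none, and stays open along with a biological difference between cultures.

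The responses of the strains to Pi ran in opposite directions. Across 7746 genes, which are not independent replicates, the log2 fold changes of the strains correlated at −0.390 (Pearson's r) and −0.328 (Spearman's rho), and 172 of the 184 DEGs of the libraries labelled *mus-52* had the opposite sign in the wild type. Grouping by chance is argued against, since 1 of the 200 splits of the 6 and 6 libraries gave a correlation as low, the real one (−0.435 on group means). Wild-type replicate I alone may account for a part of it. With replicate number I left out of all 4 groups the correlation was −0.148 over 7740 genes, and 131 of the 184 DEGs had the opposite sign. This lies between 0 and the full value, so the share due to replicate I cannot be told apart from a difference between the strains. That the Pi labels of the 6 libraries labelled *mus-52* exchanged places is argued against by the paper's qPCR, with which the low-Pi minus high-Pi difference between the strains correlated at 0.866 as labelled and at −0.524 with these labels turned back (−0.727 without wild-type high-Pi replicate I and −0.271 without wild-type high-Pi replicate III). The same exchange in the wild type stays open, with a correlation of 0.524, and of 0.727 and 0.271 without those libraries. Its 95% interval (−0.0373 to 0.834) overlaps that of the labels as given (0.603 to 0.959). The phosphatase and phosphate permease genes do not decide it, since 0 of those measured were DEGs between the media. The values in the wild type and in the libraries labelled *mus-52* were, as log2 fold changes, −0.16 and 0.52 for *pho-2* (NCU01376), −0.41 and 0.64 for *pho-3* (NCU08643) and 0.14 and −0.48 for *pho-5* (NCU08325). *pho-4* (NCU09564), with 2 annotated transcripts, had 0 counts. These 4 genes are outside the rule for named genes and were chosen after the results had been seen.

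Each comparison of 3 with 3 libraries was also made for the other ways of splitting its 6 libraries. Of the wild-type libraries, 1 of the 10 splits gave as many DEGs between the media, the real one with 15. Because the replicate numbers may pair these libraries, it is best set against the splits that also part all 3 numbers, which gave 4, 0 and 0, while the 6 splits that keep a pair together gave 0. The same was found in the libraries labelled *mus-52*, where 1 of the 10 splits, the real one with 184, gave as many, and between the strains in low-Pi (1 of the 10 splits, with 916 DEGs) and in high-Pi (1 of the 10 splits, with 1326), while the other splits of these libraries gave 0. Because 10 splits cannot give a share under 0.1, the splits alone neither exclude nor favour grouping by chance in these 4 comparisons. In counts simulated with no gene changed, none was called in any of them, and between the strains 54.8% (low-Pi) and 60.5% (high-Pi) of the genes did not overlap, against 10% by chance. The simulation drew each gene independently, without a shift of a whole library such as that of wild-type replicate I. It therefore cannot exclude calls that arise from such a shift.

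Genes with more than 1 annotated transcript were near 0 counts. The median of the total count over the 12 libraries was 34 for 898 such genes and 7468 for 8831 genes with 1 transcript. The gap was present at every gene length, with medians of 9 against 430 for the shortest, 35 against 10536 for the middle and 42 against 16920 for the longest genes. Overlap with a neighbouring gene is argued against, since those that overlap no other gene had a median of 37.5. A candidate explanation is that the authors' counting left out reads shared by the transcripts of a gene, which is consistent with these values. Of these genes 38.2% had enough counts to be tested, against 83.8% of the others. No biological explanation was tested.

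The nucleolus and rRNA genes were lower in high-Pi in the wild type, with a median log2 fold change of −1.58. This may come from the WT low-Pi replicate I library alone, since the median was 0.19 without it. The DESeq values that the authors deposited give 24 up- and 45 down-regulated genes in the wild type, of which 4 and 0 were DEGs here, and 4 up- and 140 down-regulated genes in the libraries labelled *mus-52*, of which 1 and 121 were. Of the 45 down-regulated genes in the wild type, 12 had a negative log2 fold change without wild-type low-Pi replicate I, and 1 reached −1.5, with a median of 0.22 in place of −1.84. Of the 24 up-regulated genes, 18 had a positive log2 fold change without wild-type high-Pi replicate I, and 6 reached 1.5, with a median of 0.79 in place of 1.97.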
